# CEBPB-high dormant tumor cells drive immune evasion via S100A8 orchestrated tumor-associated macrophages reprogramming

**DOI:** 10.7150/thno.124789

**Published:** 2026-02-26

**Authors:** Jin Bai, Huilan Su, Shunxi Wang, Yang Dong, Yong Gao

**Keywords:** Dormant tumor cells, macrophages, immune checkpoint blockade, CEBPB, S100A8

## Abstract

**Rationale:**

Triple negative breast cancer (TNBC) poorly responds to immune checkpoint blockade (ICB) therapy. Dormant tumor cells are recognized as immunotherapy-resistant reservoirs that may lead to tumor relapse, although the underlying mechanisms remain to be fully elucidated.

**Methods:**

Public scRNA-seq data was employed to identify dormant tumor cells in TNBC patients receiving ICB therapy. A TetOn-H2BeGFP system was used to label and track dormant tumor cells both *in vivo* and *in vitro*. CCK-8, colony formation, and PI staining assay were performed to identify CEBPB as a key factor in tumor dormancy maintenance. The role of CEBPB in immune evasion was evaluated by macrophage and CD8^+^ T cell proportions in tumors, via flow cytometry, immunohistochemistry, and multiplex immunofluorescence assays. RNA-seq and ChIP-seq were further employed to identify downstream targets of CEBPB, and ChIP-qPCR, qPCR, and Western blot were used to further validate these results.

**Results:**

We demonstrated that dormant tumor cells were resistant to ICB and resided within an immunosuppressive niche, characterized by increased M2 macrophages and reduced CD8^+^ T cell infiltration. CEBPB was identified as highly expressed in dormant tumor cells, where it maintained tumor dormancy by transcriptionally activating cell cycle negative regulators, particularly CCNG2. Notably, high CEBPB expression orchestrated a tumor-supportive microenvironment with macrophage recruitment, M2 macrophage polarization, and T cell suppression. Mechanistically, S100A8 was recognized as a key transcriptional target of CEBPB to promote M2 macrophage polarization. Targeting either CEBPB or S100A8 could overcome ICB resistance and remodel the tumor microenvironment.

**Conclusions:**

Our study demonstrate a mechanistic link between tumor dormancy and immune evasion, highlighting the CEBPB-S100A8 axis as a promising therapeutic target to potentiate ICB efficacy in TNBC.

## Introduction

Triple negative breast cancer (TNBC) is the most aggressive subtype of breast cancers and is associated with the worst prognosis 1. Given the absence of appropriate drug targets such as HER2, ER or PR, chemotherapy remains the only systemic treatment option for TNBC patients, limiting their therapeutic choices 2. Recently, immune checkpoint blockade (ICB) therapy, a highly promising drug, has been approved for TNBC treatment. However, only a few patients benefit from ICB in either early-stage or advanced TNBC 3,4. This highlights the critical need to elucidate mechanisms underlying immunotherapy resistance in order to improve treatment efficacy.

Dormant tumor cells constitute a crucial yet heterogeneous part of tumor cells, which are capable of evading immune surveillance 5,6. These tumor cells can reside an immune-privileged niche to ensure survival or maintain dormancy via limiting T-cell infiltration and increasing the presence of tumor-protective fibroblasts, tumor-associated macrophages (TAMs), or antigen-presenting-deficient dendritic cells 7,8. Growing evidence suggests that heterogeneous tumor cells can interact with TAMs to promote immune evasion and tumor progression. For example, in liver cancer, p53-inactivated cancer stem cells induce M2 macrophage polarization via the IL34-CD36 axis, facilitating immune escape 9. Glioblastoma stem cells secrete POSTN, which recruits TAMs by binding to integrin αvβ3, driving tumor progression 10. Tumor-initiating cells in pancreatic ductal adenocarcinoma induce TAMs to suppress CD8^+^ T cell driving antitumor response, leading to chemotherapy resistance 11. However, the mechanisms through which dormant TNBC tumor cells interact with TAMs to mediate ICB resistance remain unclear.

Currently, dormant tumor cells are primarily characterized by their reversible G0/G1 phase cell cycle arrest, positioning them as a potential root of tumor recurrence and metastasis and rendering them resistant to most clinical therapies 12,13. Therefore, understanding the biological functions of their characteristic genes is essential. In this study, we identified a significant upregulation of CCAAT/enhancer-binding protein beta (CEBPB) in dormant TNBC cells. CEBPB is a member of the CCAAT/enhancer-binding protein (C/EBP) family of transcription factors, and regulates biological processes such as cell proliferation, differentiation, immune responses, and tissue homeostasis 14-17. In addition to negatively regulating the cell cycle, CEBPB has garnered increasing attention for its role in tumor immunity 18,19. CEBPB expression in tumor cells has been shown to influence the expression of interferon response genes 20,21. Moreover, CEBPB can modulate the tumor microenvironment (TME) by regulating the expression of various secreted molecules, including cytokines and chemokines 22,23. Therefore, this study aims to elucidate the role of CEBPB in promoting tumor dormancy and modulating tumor immunity.

Here, we identified dormant tumor cells by utilizing a TNBC tumor model based on a label-retention system alongside a public scRNA-seq dataset from TNBC patients. Dormant tumor cells in TNBC exhibited resistance to anti-PD-1 therapy, characterized by high expression of CEBPB, and an immunosuppressive niche with reduced CD8^+^ T cells and increased CD206^+^ macrophages. We further found that elevated CEBPB expression induced tumor dormancy by transcriptionally activating genes such as CCNG2, which negatively regulate the cell cycle. Additionally, CEBPB promoted S100A8 expression to facilitate M2 macrophage polarization and immune evasion. Finally, paquinimod, a S100A8 inhibitor, exhibited a potential role in remodeling TME and improving ICB response. Overall, our results reveal a connection between tumor dormancy maintenance and immune evasion, and propos a therapeutic strategy for targeting dormant tumor cells to improve ICB efficacy in TNBC.

## Materials and Methods

### Cell lines and culture conditions

The HEK293T, MDA-MB-231 were purchased from Cell Bank of Chinese Academy of Science, Shanghai, China. Mouse TNBC cell line EMT6 was purchased form Xiamen Immocell Biotechnology Co., Ltd. Mouse TNBC cell line 4T07 was kindly provided by Fudan University Shanghai Cancer Center. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM; Corning) supplemented with 10% fetal bovine serum (FBS) (Corning) and 1% Penicillin/ Streptomycin (M&C Gene Technology Ltd.) at 37 °C under a 5% CO_2_ atmosphere. All cell lines were identified by STR and regularly tested for mycoplasma contamination.

### siRNAs, plasmids, and lentiviral transfection

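Cebpb has a single exon in the GENCODE annotation of GRCm39, on the + strand of chromosome 2 from 167530835 to 167532338. Its coding sequence of 888 bp runs from 167530942 to 167531829, between a 5′ UTR of 107 bp and a 3′ UTR of 509 bp. The siCebpb-1 sequence of Table S1, written as DNA, is AAGCTGAGCGACGAGTACA, and it matched 1 site in the genome, from 167531599 to 167531617. The siCebpb-2 sequence, CTGAGCGACGAGTACAAGA, also matched 1 site, from 167531602 to 167531620. Both sites lie in the coding sequence, where they take up bases 658 to 679 counted from the A of the start codon. They start 3 nt apart and share 16 bases. The siS100a8 sequence, TCAGAGAATTGGACATCAATA, matched 1 site, on chromosome 3 from 90577168 to 90577188. This site is in the coding part of exon 3 of the canonical S100a8 transcript.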

Two different siRNAs targeting different regions of *Cebpb* mRNA (siCEBPB-1 and siCEBPB-2), siRNA targeting *S100a8* mRNA (siS100A8) and negative control siRNA (siNC) were purchased from GenePharma (Shanghai). The siRNA sequences are detailed in **Table S1**.

TetOn-H2BeGFP plasmid (pSIN-TRE-H2BeGFP-hPGK-rtTA2) was a gift from Hector G. Palmer (Addgene plasmid, #165494). OVA expression plasmid (pLV3-CMV-OVAL(chicken)-3×FLAG-Fluc-hyg) was purchased form MiaoLing Plasmid Platform, China. Transient CEBPB over-expression plasmid pcDNA3.1-Cebpb (GenBank Accession Number: NM_017913.4) and pcDNA3.1-CEBPB (GenBank Accession Number: NM_001285879) were purchased form Fenghui Biotechnology, China. The CDS of *Cebpb* was optimized, synthesised and cloned into a pLenti vector. To create the knockdown plasmid of CEBPB and S100A8, we transcribed the sequences of siCEBPB-2, siS100A8 and siNC into shRNA format and cloned into pLKO vector separately. To create the conditional knockdown plasmid of CEBPB (CKD), we cloned the minimal U6-shCebpb cassette from pLKO-shCebpb plasmid, and replaced the minimal CMV-H2B-eGFP cassette of TetOn-H2BeGFP plasmid. We also added a T2A-NeoR cassette after rtTA2 cassette for selection.

To create the firefly luciferase reporter of S100A8 transcriptional activity, we cloned a 529 bp fragment of *S100a8* promoter region from mouse gDNA into pGL3-basic plasmid. 

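The primers that Table S1 gives for this fragment each matched 1 site in GRCm39. The forward primer, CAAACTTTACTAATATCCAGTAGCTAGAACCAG, lies on the + strand of chromosome 3 from 90575849 to 90575881, and the reverse primer, ATGTGAGGCTAAGTGTCAGCTG, on the - strand from 90576356 to 90576377. The stretch between the outer ends of both primers is 529 bp long in the reference. It starts 436 bases upstream of the transcription start of the canonical S100a8 transcript, which is at 90576285 on the + strand. Its last 93 bases are inside exon 1, which runs from 90576285 to 90576409 and is 5′ UTR throughout. The start codon is in exon 2, at 90576849, outside the fragment.

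**Figure D1:**
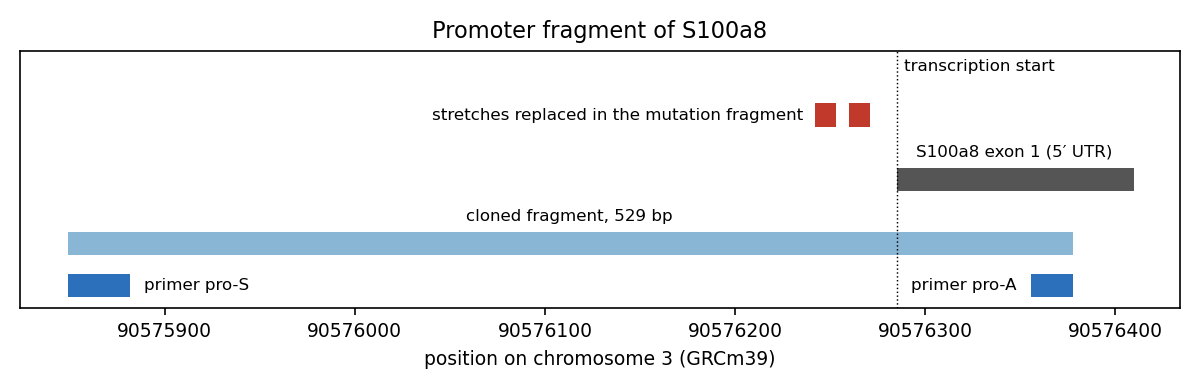
Map of the S100a8 promoter fragment on chromosome 3 of GRCm39, drawn to scale with the position in bases on the x axis. The light blue bar is the cloned fragment from 90575849 to 90576377, the dark blue bars are its primers, the grey bar is exon 1 and the red bars are the stretches of 11 bases that Table S1 writes in lower case in the mutation fragment, all upstream of the transcription start at 90576285 (dotted line).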

We synthesized a double-site mutation fragment and replaced both CEBPB binding sites to create the binding site mutation plasmid. 

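In GRCm39, the mutation fragment of Table S1 covers 59 bp of chromosome 3, from 90576227 to 90576285, with the reference sequence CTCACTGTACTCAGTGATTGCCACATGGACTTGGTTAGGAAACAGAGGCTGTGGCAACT. Table S1 writes a pair of stretches of 11 bases in lower case, and the fragment differs from the reference only within them. The first stretch, from 90576242 to 90576252, reads GATTGCCACAT in the reference and GACCATATGGC in the mutation fragment, and it lies 43 to 33 bases upstream of the transcription start. Of its bases, 9 differ, from 90576244 to 90576252. The second stretch, from 90576260 to 90576270, reads GTTAGGAAACA in the reference and GCCATATGGCA in the mutation fragment, and it lies 25 to 15 bases upstream. Of its bases, 7 differ, between 90576261 and 90576268. The stretches of 11 bases are 7 bases apart, and neither reaches into exon 1 of S100a8.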

The pRL-SV40 plasmid encoding renilla luciferase was kept by our laboratory. All constructions were conducted with In-Fusion Snap Assembly (Takara, #638947).

Cell transfection was carried out by using Lipofectamine 3000 Transfection Reagent (Invitrogen, #11668019) according to the manufacturer's instructions. For lentiviral transfection, HEK293T cells were transfected with psPAX2, pMD2.G and transfer plasmid (TetOn-H2BeGFP vector, overexpression vector, shRNA vector or CKD vector). Viral supernatants were collected twice at 48 and 72 h after transfection. Target cells were transduced with viral supernatants in the presence of 5 μg/mL polybrene (Merck Millipore). After 24 hours, stable infected cells were selected with corresponding concentrations of puromycin (Selleck Chemicals, #S7417), G418 (Selleck Chemicals, #S3028) or hygromycin B (Selleck Chemicals, #S2908) for at least one week.

### Animal experiments and treatments

Female BALB/c or BALB/c nude mice, aged 4-6 weeks, were purchased from GemPharmatech Co., Ltd. A suspension of either 1×10^6^ 4T07 or 5×10^5^ EMT6 tumor cells in 100 μL PBS was injected into the fourth pair of mammary fat pad of each mouse. For dormant tumor cell chasing, mice received 2 mg/mL doxycycline (DOX, Solarbio, #D8960) in drinking water ad libitum until the tumors reached approximately 100 mm³.

For drug therapy treatments, once tumors reached approximately 100 mm³, mice with similar tumor burdens were randomized into treatment groups as described below. In the CEBPB-CKD tumor experiment, mice were treated with 2 mg/mL DOX ad libitum in drinking water. For the anti-PD-1 treatment experiment, mice received an intraperitoneal injection of 200 μg anti-PD-1 antibody (Junshi Biosciences) or IgG control every 3 days. In the paquinimod treatment experiment, mice were administered 10 mg/kg paquinimod (Selleck, #S9963) or control vehicle via oral gavage every 2 days.

Tumor volume and body weight were measured twice weekly, with tumor volume calculated as 0.5 × width^2^ × length. At the experimental endpoint, mice were euthanized, tumors were removed and weighed, and further analyses were conducted. The experimental endpoint for each mouse was defined as either a tumor volume >2000 mm³ or a noticeable difference in tumor volume between control and experimental groups.

To assess survival time, a separate group of mice underwent the same experimental treatment, with tumor volume monitored every 2-3 days. When tumor volume in any group reached 2000 mm³, mice were euthanized, marking the experimental endpoint, and recorded as deceased. Survival time was calculated from the day of tumor inoculation.

### Immunofluorescence and immunohistochemistry staining

For immunofluorescent staining, tumor tissues were harvested and embedded with OCT compound (Sakura) at -80 °C overnight. Frozen sections (8 µm) were fixed with 4% paraformaldehyde (PFA) in PBS, and then permeabilized with acetone. The sections were subsequently blocked with blocking solution for 1 hour at room temperature (RT). Primary antibodies were applied at 4 °C overnight: active-Caspase-3 (1:100, #9665, Cell Signaling), Ki67 (1:100, #ab15580, Abcam), CD8a (1:100, #ab217344, Abcam), F4/80 (1:100, #ab300421, Abcam), F4/80 (1:100, Cat #123116, Biolegend), CD206 (1:100, #ab300621, Abcam), MHC Class II (I-A/I-E) (1:100, #14-5321-82, Invitrogen), CEBPB (1:100, #PA5-79030, Invitrogen). Secondary antibodies (Alexa Fluor™ 555 (1:500, #A-21428, Invitrogen), Alexa Fluor™ Plus 647 (1:200, #A32733, Invitrogen), Cy3 (1:200, #P0153, Beyotime)) and Hoechst 33342 (1:1000, #62249, Thermo Scientific) were then added for 1 hour at RT. Images were captured using a Leica-DMi8 invert microscope and analyzed with ImageJ Software.

For immunohistochemistry staining, tumor tissues were fixed with 4% PFA in PBS overnight at RT and embedded in paraffin. Formalin-fixed, paraffin-embedded (FFPE) sections (5 µm) were deparaffinated, rehydrated and treated with either 1mM EDTA buffer or 10 mM sodium citrate buffer dependent on the primary antibody requirements. Following antigen retrieval, sections were blocked with 3% hydrogen peroxide and 3% bovine serum albumin. Primary antibodies (CD8a (1:1000, #ab217344, Abcam), F4/80 (1:1000, #ab300421, Abcam), CD206 (1:1000, #ab300621, Abcam)) were incubated overnight at 4 °C. The sections were then treated with HRP-conjugated goat anti-rabbit antibody, followed by diaminobenzidine (DAB) and hydrogen peroxide for detection and visualization. Images were captured using a NanoZoomer S360 scanner, and analyzed with ImageJ software.

### Tissue microarray and multiplex immunohistochemistry staining

A tissue microarray (#TNBC-1601) containing 80 paired TNBC samples and adjacent normal tissues was obtained from Shanghai SuperBiotek CO., LTD. Immunohistochemistry staining for CEBPB was performed using a specific anti-CEBPB antibody (1:500, #PA5-79030, Invitrogen). The proportion of positively stained cells was categorized as 0 (<5%), 1, (5-25%), 2 (25-50%), 3 (50-75%), 4 (75-100%). Staining intensity was graded on a scale from 0 to 3, where 0 was negative, 1 was weak, 2 was moderate, 3 was strong. The total score of CEBPB staining was determined was calculated by multiplying proportion scores by intensity scores. The approval for research using human tissue samples obtained from the Medical Ethics Committees of Shanghai East Hospital, Tongji University.

Multiplex immunohistochemistry staining was conducted on the tissue microarray. Following standard deparaffinization, rehydration, and treatment with 1 mM EDTA buffer, slides were blocked and incubated with primary antibodies for 1 hour at RT. The primary antibodies used were: CEBPB (1:200, #PA5-79030, Invitrogen), CD68 (1:500, #ab201340, Abcam), CD163 (1:800, #24595, Cell Signaling), CD8a (1:250, #ab237709, Abcam); or CEBPB, Ki67(1:200, #ab15580, Abcam), and S100A8(1:1000, #ab92331, Abcam). HRP-labeled polymer secondary antibodies were then applied for 30 minutes at RT, followed by a 10 minute incubation with corresponding fluorophore-conjugated TSA. The TSA used were: iFluor 594 tyramide (1:600, #45107, ATTbio), iFluor 488 tyramide (1:400, #11060, ATTbio), Cy5 tyramide (1:400, #11066, ATTbio) and iFluor 430 tyramide (1:400, #45096, ATTbio), or iFluor 594 tyramide (1:600, #45107, ATTbio), Cy5 tyramide (1:400, #11066, ATTbio) and iFluor 488 tyramide (1:400, #11060, ATTbio). DAPI was applied to stain nuclei. All slides were scanned using an Pannoramic SCAN II slide scanner (3DHISTECH., Ltd).

### Flow cytometry and fluorescence activated cell sorting

Tumor tissues were digested into single cells by 1mg/mL collagenase IV (Yeasen, #40510ES76) and 20mg/mL DNase I (Yeasen, #10325ES80) for 15 minutes at 37 ℃. The resulting cell suspensions were filtered through a 100 µm cell strainer and washed with PBS three times. Red blood cells were removed using an RBC lysis buffer (Solarbio, #R1010). Fixable Viability Dye eFluor™ 780 (eBioscience, #65-0865-14) or DAPI (Beyotime, #C1005) were then used to exclude dead cells. Cells were incubated with cell surface-specific antibodies at RT for 20 minutes in the dark. For intracellular staining, samples were fixed using IC fixation buffer (eBioscience, #FB001) for 20 minutes, followed by twice washes with 1X permeabilization buffer (eBioscience, #00-8333-56). Samples were then incubated with antibodies targeting intracellular antigens in 1X permeabilization buffer for 20 minutes. The following fluorescent dye-conjugated antibodies were used for staining: CD45-BV421 (Biolegend, #103134), CD8a-APC (Biolegend, #155005), CD11b-PE (Biolegend, #101207), F4/80-APC (Biolegend, #123116), F4/80-PC5.5 (Biolegend, #123127), PD-1-PC7 (Biolegend, #135215), CD206-APC (eBioscience, #17-2061-82), CD206-PC7 (eBioscience, #25-2061-82), MHC Class II (I-A/I-E)-FITC (eBioscience, #11-5321-81), Arg1-PC7 (Invitrogen, #25-3697-80), iNOS-FITC (Invitrogen, #53-5920-80), CD206-APC (Invitrogen, #17-2069-41), TNFa-FITC (Invitrogen, #11-7321-81), IL12/23-PerCP-Cy5.5 (Invitrogen, #45-7123-82). Afterwards, samples were conducted using a CytoFLEX flow cytometer (Beckman, **Figure S3B**) and cell sorting was performed using the Aria III cell sorter (BD Biosciences). For dormant tumor cell sorting, the top 1% of H2BeGFP-retaining cells were sorted as eGFP^+/high^ dormant cancer cells, while cells with moderate fluorescence intensity were classified as eGFP^-/low^ proliferating cells. Data were analyzed with FlowJo software.

### Preparation of conditional medium

4T07, EMT6 and MDA-MB-231 cells were transfected with pcDNA plasmids for CEBPB overpression, or siRNAs for CEBPB knockdown. Cells were cultured in FBS-free medium for 3 days to harvest conditional medium. The supernatants were collected and filtered using a 22 µm cell strainer. The supernatants were further concentrated approximately ten-fold using an ultrafiltration tube with a 3 kDa molecular weight cutoff (Millipore, #UFC9003) by centrifugation at 12,000 rpm. The protein content in conditional medium was quantified by BCA assay, and aliquots were stored at -80 ℃.

### Preparation of bone marrow derived macrophages (BMDMs)

Bone marrow (BM) cells were acquired from the femurs and tibias of 6 to 8 week-old BALB/c mice. The BM cells were filtered through a 100 µm cell strainer, and red blood cells were removed using an RBC lysis buffer (eBioscience, #00-4300). BM cells were then differentiated in complete DMEM medium supplemented with 20 ng/mL recombined mouse M-CSF protein (MCE, #HY-P70263A) for 7 days. The medium was changed every 3 days with fresh complete DMEM medium containing M-CSF. Flow cytometry confirmed that over 90% cells were F4/80^+^CD11b^+^ macrophages.

### Preparation of human peripheral blood mononuclear cell-derived macrophages (PBMC-Mφ)

Human blood monocytes were isolated from healthy donor. Peripheral blood mononuclear cells (PBMCs) were isolated using a Ficoll-Paque PLUS (Cytiva, #17144002) density gradient, and subsequently monocytes were isolated from PBMCs using anti-CD14 magnetic beads (Biolegdend, #480093) according to the manufacturer's protocol. Purified CD14^+^ PBMC cells were then differentiated in complete RPMI-1640 medium supplemented with 1% GlutaMax, 50 mM β-mercaptoethanol and 50 ng/mL recombined human M-CSF protein (MCE, #HY-P73827) for 7 days. The medium was changed every 3 days with fresh complete RPMI-1640 medium containing M-CSF. Flow cytometry confirmed that over 90% cells were CD68^+^ macrophages.

### Cell migration assay

A total of 1 × 10^5^ cells in 300 μL FBS-free DMEM medium were seeded into the upper chamber of a 24-well Boyden chamber (Corning, #3422). The lower chamber was filled with 600 μL of complete DMEM or conditioned medium supplemented with 10% FBS and 1% penicillin-streptomycin. After 24 hours of incubation, non-migratory cells on the top membrane of the upper chamber were removed, and migratory cells on the bottom membrane were stained with 1% crystal violet for 30 minutes and washed twice with PBS. Images were acquired using the ZEISS AX10 system.

### Macrophage polarization assay

BMDMs or PBMC-M**φ** cells were co-cultured in conditional medium supplemented with 10% FBS and 1% penicillin-streptomycin, or in complete DMEM or 1640 medium supplemented with rS100A8 (MCE, #HY-P73671 for BMDMs and #HY-P70531 for PBMC-M**φ**) or rCXCL1 (MCE, #HY-P7188 for BMDMs) for 48 hours. After incubation, cells were collected, and their polarization was assessed by flow cytometry.

### T cell isolation assay

CD8^+^ T cells were isolated from spleens of 6-8-week-old BALB/c mice or OT-1 mice using the Naive CD8a^+^ T Cell Isolation Kit (Miltenyi Biotec, #130-096-543), following the manufacturer's instructions. Fresh spleens were harvested and smashed with a plunger in cold PBS. Cells were filtered through a 100 µm cell strainer and red blood cells were removed by RBC lysis buffer at RT. A total of 1 × 10^7^ cells were stained with 10 µl naive CD8a^+^ T cell Biotin-antibody cocktail at 4 ℃ for 5 minutes, and then stained with 20 µl anti-Biotin MicroBeads and 10 µl CD44 MicroBeads for another 10 minutes. Cells were washed with isolation buffer, and loaded to a LS column and separated in a magnetic field.

### T cell proliferation assay

The isolated CD8^+^ T cells were cultured on 0.5 mg/mL anti-mouse CD3e (Bioxcell, #BE0261, Clone KT3) and 5 mg/mL anti-mouse CD28 (Bioxcell, #BE0328, Clone D665) pre-coated plates with T cell culture medium (complete DMEM supplemented with 1% GlutaMax, 1% sodium pyruvate, 1% NEAA, 1% HEPES, 50mM β-mercaptoethanol and 240 U/mL IL-2 (MCE, #HY-P7077). After 48 hours of activation, the CD8^+^ T cells were labeled with CellTrace™ Violet dye (Invitrogen, #C34571) and co-cultured with BMDMs at a 1:1 ratio for 48h.

### T cell or IFN-γ mediated killing assay

For IFN-γ cytotoxic assay, EMT6-TetOn tumor cells were pulsed with 5 μg/mL DOX and chased for 10 days. Tumor cells were treated with IFN-γ (MCE, #HY-P7071) at concentrations of 0, 0.1, 0.5, 1, 5, 10, and 20 ng/mL. After 48 hours, tumor cells from each well were collected, and the proportion of eGFP^+/high^ cells in tumor cells was analyzed by flow cytometry.

For T cell killing assay, CD8a^+^ T cells were extracted from OT-1 mice. EMT6-TetOn cells were stabled trastected with OVA overexpression vector, and performed the same chasing steps as outlined in the previous paragraph. T cells were co-cultured with tumor cells at ratios of 0:1, 2.5:1, 5:1 and 10:1 in T cell culture medium. After 48 hours, tumor cells from each well were collected, and the proportion of eGFP^+/high^ cells in tumor cells was analyzed by flow cytometry.

### Total RNA isolation and qPCR analysis

Total RNA from the indicated cell lines was isolated with Trizol reagent (Sigma Aldrich, #T9424) and then used to synthesize cDNA using the PrimeScript™ RT reagent kit (Takara, #RR047A). qPCR analysis was performed using TB Green Premix Ex Taq II (Takara, #RR420A) on an ABI QuantStudioTM 6 Flex system (Thermo Fisher Scientific) following the manufacturer's instructions. GAPDH served as the internal control, and relative mRNA expression levels were quantified using the 2-ΔΔCt method. The qPCR primer sequences are detailed in **Table S1**.

### Western blot

Whole cell lysates were collected from 4T07 and EMT6 cells using RIPA lysis buffer supplemented with a protease inhibitor. Protein concentration was measured with BCA assay, and 20 μg of each sample was loaded onto SDS-PAGE, separated using a 5% spacer gel and a 12% separating gel, and transferred to a PVDF membrane. After blocking in 5% milk in PBST, the membranes were incubated overnight at 4°C with primary antibodies: CEBPB (1:1000, #ab32358, Abcam), CCNG2 (1:1000, #AV03032, Sigma Aldrich), p27 (1:1000, #ab193379, Abcam), and S100A8 (1:1000, #47310T, Cell Signaling). Following three washes with PBST, the membranes were incubated with secondary antibodies for 1 hour at RT. Images were acquired using an Odyssey system (Li-COR).

### Tumor cell proliferation assay

A Cell Counting Kit-8 assay was used to assess the growth ability of tumor cells. Briefly, 4T07 or EMT6 cells were seeded in a 96-well plate at densities of 1000 or 500 cells per well, respectively. Then, 10 μL of Cell Counting Kit-8 regent (Dojindo Laboratories, #CK04) was added to each well. After 75 min of incubation at RT, cellular absorbance was measured at 450 nm using the SpectraMax M5 Microplate Reader (Molecular Devices).

### Colony formation assay

In the colony formation assay, 4T07 or EMT6 cells were plated in 6-well plates at a density of 1000 cells per well and incubated for approximately 2-3 weeks. The resulting colonies were then fixed with 4% PFA and stained with 0.5% crystal violet. The average number of colonies was calculated using ImageJ software.

### Cell cycle assay

Cells were fixed in 70% cold ethanol at 4 °C overnight. After fixation, cells were incubated with 500 μL PI/RNAse staining solution (Invitrogen, #F10797) for 30 min in the dark. Cell cycle analysis was performed using a CytoFLEX flow cytometer (Beckman) and evaluated with FlowJo software.

### Chromatin immunoprecipitation assay (ChIP) and ChIP-seq

ChIP assay was conducted following the manufacturer's instructions of EZ-Magna ChIP®A/G (Sigma-Aldrich, #17-10086). Cells were fixed with 37% formaldehyde for 10 minutes and neutralized with 10X glycine solution for 5 minutes at RT. Cells were collected in SDS solution and chromatin shearing were conducted by ultrasonication for 15 minutes. 25 µg of sheared chromatin was utilized for each IP reaction. 4 µg CEBPB antibody (Abcam, #ab32358) was used for CEBPB IP, equivalent IgG antibody (Cell Signaling, # 3900) was used as IP control, and mock IP was also conducted as Input control. A protein A/G beads (Invitrogen, #80106G) was used to bind the antibody-chromatin-DNA complex and incubated with rotating at 4 ℃ overnight. DNA was then separated from the complex and purified, making it suitable for downstream qPCR and DNA electrophoresis analysis. Enrichment of chromatin regions was determined by the ΔCt method and normalized with Input control. The qPCR primer sequences are detailed in **Table S1**.

For ChIP-seq, the DNA purity of input and IP- CEBPB in 4T07 cells was checked using the NanoPhotometer® spectrophotometer (IMPLEN). A sequencing library was then constructed by Novogene Corporation. Paired-end sequencing (150 bp) was subsequently performed on Illumina platform (Illumina). Reads were aligned to the Mus musculus genome (GRCm39) using BWA. Peaks in individual samples were identified with MACS2, applying a q-value threshold of 0.05. Finally, ChIPseeker was employed to annotate the genomic regions corresponding to each peak (**Table S5**).

### Dual-luciferase reporter assay

HEK293T Cells were seeded in a 24-well plate. 250 ng pcDNA3.1-Blank or pcDNA3.1-Cebpb, 250 ng pGL3- S100a8 pro-WT or pGL3- S100a8 pro-Mut and 2.5 ng pRL-SV40 were co-transfected by Lipofectamine 3000 and cultured for 72 hours. Firefly luciferase activity and Renilla luciferase activity were measured with Glo/Max luminometer in accordance with the manufacturer's protocols (Promega, #E1910). Relative luciferase activity was calculated as the ration of Firefly luciferase luminous intensity to Renilla luciferase luminous intensity (Luc/RLuc) and normalized with control group.

### RNA-seq analysis

Total RNA was isolated from OE-CEBPB and OE-Control 4T07 cells using TRIzol reagent (Sigma Aldrich, #T9424). The RNA integrity was then assessed with the RNA Nano 6000 Assay Kit on a Bioanalyzer 2100 system (Agilent Technologies). Next, cDNA libraries were prepared through Poly-A sequencing and sequenced on an Illumina NovaSeq platform with 150 bp paired-end reads. Clean reads were subsequently aligned to the Mus musculus genome (GRCm39) using HISAT2. The raw counts of reads per gene per sample were obtained using featureCounts. Differential gene expression between experimental groups was assessed with the DESeq2 package in R. Genes with raw counts of less than 10 per sample were excluded from analysis. Differential expressed genes (DEGs) were identified with absolute log2 fold change greater than 0 and adjusted p-value less than 0.05 (**Table S4**).

### Single-cell RNA-seq analysis

Single-cell RNA sequencing data for TNBC patients were obtained from Ayse Bassez *et al.*, who analyzed changes in the tumor microenvironment before and after neoadjuvant anti-PD-1 therapy in 29 breast cancer patients 24. Read counts for each patient were accessed publicly via biokey.lambrechtslab.org. Data normalization, dimensionality reduction, and clustering were performed from 12 TNBC patients using the SeuratV4 package in R. Cell types were annotated based on cell-specific marker genes from the original reference study. Cells identified as "tumor cells" were extracted and subjected to further unsupervised clustering. DEGs were identified based on the FindMarkers function in Seurat with absolute log2 fold change greater than 0.5 and adjusted p-value less than 0.05. Cell cycle analysis was conducted using Seurat's built-in cell cycle scoring function, labeling each tumor cell according to its cell cycle phase score (G1, S, or M). Gene Set Variation Analysis was conducted on the average expression of cells in each group using the GSVA package in R. In addition, the percentage of a cell subpopulation refers to its proportion out of the patient's total cells or main cell type count.

To identify dormant tumor cells in patients, we performed signature scoring analysis on dormant tumor cell related signatures. The "Signature_LRC_Dormant" signature comprised the top 300 up-regulated DEGs in dormant tumor cells identified via a label-retention method in the MDA-MB-231 cell line (GSE267757). Additionally, the “Signature_PanCa_Dormant” signature included the top 300 up-regulated DEGs in dormant tumor cells identified by label-retention in melanoma, colorectal cancer, and glioblastoma cell lines from the team of Héctor G. Palmer 25. Using the AddModuleScore function in Seurat, we integrated these dormant tumor cell related signatures into the target object, enabling each cell to receive a score for each signature. We then compared differences in signature scores across cell subgroups at the single-cell level.

Signature scoring analysis on dormant tumor cell related signatures also performed using RNA-seq from mouse mammary tumors treated with a combination of anti-PD-1 and anti-CTLA4 antibodies for 7 days with 18 responders and 4 non-responders (GSE124821); RNA-seq data of 53 advanced melanoma patient pretreated samples (nivolumab) from the CA209-038 study with 3 responders and 46 non-responders 26. Clinical assessment of CEBPB expression was performed from TCGA-BRCA (transcriptomic-level data) and CPTAC-BRCA (protein-level data) datasets with breast cancer subtype annotations.

### Statistical analysis

Venn plot was visualized via Venn Diagram R package. Violin plots and Bar plots were generated by ggplot2 R package. For the Kaplan-Meier survival analysis, log-rank tests were applied via GraphPad Prism 9 (GraphPad Software) or R version 4.2.1 (www.r-project.org). The data are presented as mean ± standard deviation and analyzed using GraphPad Prism 9 or R version 4.2.1. Two unpaired groups were compared using a two-tailed unpaired Student t test. Statistical significance is reported as follows: n.s., not significant, *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

## Results

### Dormant tumor cells reside an immunosuppressive niche and exhibit resistance to ICB in TNBC

Dormant tumor cells are a heterogeneous subgroup within tumors. Recent advances in single-cell RNA sequencing (scRNA-seq) have accelerated research on tumor heterogeneity 28,29. Ayse Bassez's team analyzed intra-tumoral microenvironment changes before and after neoadjuvant anti-PD-1 therapy in breast cancer patients using scRNA-seq (**Figure 1A**). We reanalyzed this scRNA-seq data from a cohort of 12 TNBC patients, categorizing tumor cells into clonotype expansion (E) and no/limited expansion (NE) groups based on T cell clone expansion post anti-PD-1 therapy 24 (**Figure 1B**). Using the TNBC dormant tumor cell signature of GSE267757 (Signature_LRC_Dormant) and the pan-cancer dormant tumor cell signature (Signature_PanCa_Dormant) from Héctor G. Palmer's team 25, we found that both signatures had higher scores in the NE group compared to the E group (p < 0.05) (**Figure 1C**). There were also significantly elevated scores of these two signatures in the ICB non-responsive group compared to the responsive group in two additional public datasets of ICB-treated tumors (**Figure S1A-B**). Then, cell cycle score analysis classified these tumor cells into distinct clusters: a G1-phase-dominant cell cluster (Dormant) and a major population (MajorGroup) (**Figure S1C and Table S2**). Notably, the scores of two signatures were significantly elevated in Dormant compared to MajorGroup, with the highest scores observed specifically in the post-treatment G1-phase-dominant cell cluster (Dormant_On) (**Figure S1D**). Surprisingly, patient No. 26 (PT26) in the NE group had the most abundance of tumor cells, which caught our attention (**Figure 1B**). Further analysis revealed three distinct clusters in PT26's tumor cells: Dormant_Pre, Dormant_On, and MajorGroup (**Figure 1D-E and Figure S1E**). Tumor cells in the first two clusters showed enhanced scores of dormant tumor cell signatures (**Figure 1F and Table S3**. This comprehensive analysis suggested that dormant tumor cells exist in TNBC patients and may enrich in tumors with limited T cell expansion.

To identify and enrich dormant tumor cells from bulk tumor cells in TNBC, we adopted a TetOn-H2BeGFP label system, which enables convenient tracking of cells in both *in vivo* and *in vitro* experiments 25,30-34. This system utilizes a tetracycline-responsive element to regulate the expression of H2B-eGFP fusion protein in a lentiviral vector 25 (**Figure S1F**). We stably transfected the murine TNBC cell lines 4T07 and EMT6 with this vector, creating 4T07-TetOn and EMT6-TetOn cells. *In vitro*, cells uniformly expressed nuclear eGFP following doxycycline (DOX) treatment, and eGFP fluorescence gradually diluted with cell division after DOX withdrawal. Dormant tumor cells, due to their slow cycling nature, retained higher levels of eGFP fluorescence after 12 days of chasing (**Figure S1F**). In allografts established from 4T07-TetOn or EMT6-TetOn cells, eGFP fluorescence was observed at all chasing time points, with high intensity in most tumor cells on day 0, which gradually decreased over time. After 12 days of chasing, niches enriched in dormant tumor cells had formed (**Figure S1G**). Thus, we identified dormant TNBC cells both *in vitro* and *in vivo*.

To explore whether dormant TNBC cells could survive from immunotherapy, we conducted an *in vivo* anti-PD-1 therapy assay. 4T07-TetOn cells were orthotopically transplanted into the fourth pair of mammary fat pads in female BALB/c mice. Anti-PD-1 or IgG treatment was administered after tumor masses reached 100 mm³, with DOX withdrawal (**Figure 1G**). We observed that anti-PD-1 therapy partially inhibited tumor growth (**Figure 1H-I**). Immunofluorescence (IF) analysis revealed a significant increase in CD8^+^ T cell infiltration in the anti-PD-1 group compared to the control group (**Figure 1J**). Further analysis showed large active-caspase-3-positive area in the tumor centers of both groups, indicating extensive apoptosis. Dormant tumor cells (GFP^+/hi^) clustered around these apoptotic regions. Interestingly, rapidly proliferating tumor cells (GFP^-/lo^) exhibited increased apoptosis in the anti-PD-1 group compared to the IgG group (**Figure 1K**). Meanwhile, dormant tumor cells formed clusters were mutually exclusive with active-caspase-3 in both groups, suggesting that dormant tumor cells can evade CD8^+^ T cell- mediated killing.

Both our study and others have demonstrated that dormant tumor cells are intrinsically resistant to T cell-mediated killing (**Figure S1H-J**). Here, we primarily focus on the potential immunosuppressive mechanisms that involve the interactions between dormant tumor cells and immune cells within the TME. TAMs have been observed to interact with cancer stem cells and tumor-initiating cells 9-11. Our previous research also identified a strong correlation between dormant tumor cells and TAMs in TNBC 7. Accordingly, IF analysis revealed that dormant tumor cell niches were frequently infiltrated by macrophages, predominantly CD206-expressing M2 macrophages, with fewer MHCII-expressing M1 macrophages in both 4T07-TetOn and EMT6-TetOn allografts (**Figure 1L-M and Figure S1K**). The aforementioned scRNA-seq analysis further confirmed a reduction in the proportion of T cells in the NE group. Notably, the NE group displayed marked enrichment of C7_CX3CR1 macrophages with M2-like phenotype, while C3_CCR2 macrophages expressing M1 markers were significantly reduced (**Figure S1L-M**). TAMs, predominantly M2 macrophages, are recognized as important contributors to immunosuppression 35. Therefore, dormant TNBC cells may occupy a TAM-enriched niche for immune evasion.

### CEBPB as a key factor of dormant tumor cells in TNBC

Several studies have explored the characteristics of tumor dormancy in TNBC at the transcriptomic level. The GSE267757 dataset used various label-retaining methods to track long-term dormant tumor cells in human TNBC cell line MDA-MB-231. Pilar Baldominos' team utilized the mVenus-p27K^-^ reporter to identify the transiently dormant tumor cells in a murine TNBC cell line D2A1 derived allograft (GSE198713). To identify representative biomarkers of dormant tumor cells in TNBC, we conducted a differential expressed gene analysis and identified nine genes that were significantly upregulated in both datasets. Among these genes, CEBPB, a member of the C/EBP family that has been reported previously to induce cell cycle arrest or senescence 36-39, caught our attention (**Figure S2A-C**).

We then confirmed the potential role of CEBPB in TNBC tumor dormancy. Allografts derived from 4T07-TetOn and EMT6-TetOn cells were pulsed with DOX for 7 days and chased for another 12 days. After chasing, the tumors were excised and dissociated into single cells. Fluorescence activated cell sorting of dormant tumor cells showed higher mRNA levels of cell cycle inhibitors *Cdkn1a*, *Cdkn1b* and *Ccng2* compared to rapidly proliferating tumor cells, reinforcing their G0/G1 cell cycle arrest nature (**Figure 2A-B**). Dormant tumor cells also exhibited higher expression levels of *Cebpb*, consistent with our screening results (**Figure 2A-B**). IF staining further revealed that dormant tumor cells had no significant colocalization with Ki67 protein, but strongly co-localized with CEBPB protein in tumor sections (**Figure 2C-D**). In addition, scRNA-seq data demonstrated that *CEBPB* was significantly upregulated in dormant-like cells (Dormant_Pre and Dormant_On) compared to the major group (**Figure 2E**). Thus, we confirmed that CEBPB is highly expressed in dormant TNBC cells across cell lines, mouse allografts, and patient tumors.

We further investigated how CEBPB regulates TNBC tumor dormancy. We initially analyzed CEBPB mRNA and protein expression levels across different breast cancer subtypes from TCGA-BRCA and CPTAC-BRCA, separately. And we found that CEBPB expression is elevated in the TNBC subtype (**Figure S2D**). We then performed immunohistochemical staining for CEBPB on a tissue microarray (TMA) comprising 80 pairs of tumor and adjacent normal tissues from TNBC patients. The results demonstrated significantly higher CEBPB expression in TNBC tumor tissues compared to adjacent normal tissues (**Figure S2E**). In the survival analysis, patients in the high-expression group (median expression as cutoff) exhibited a slightly shorter overall survival, although there was no significant difference (**Figure S2F**). We then modulated its expression levels (**Figure 2F and Figure S2G-I**). Overexpression of CEBPB in 4T07 and EMT6 cell lines significantly inhibited cell growth and proliferation *in vitro* and in allografts derived from nude mice, while knockdown of CEBPB significantly promoted cell proliferation (**Figure 2G-H and Figure S2J-M**). Cell cycle analysis showed that CEBPB induced G1-phase cell cycle arrest in tumor cells (**Figure 2I**). ChIP-seq analysis revealed robust binding of CEBPB in the promoter region of *Ccng2* and remote enhancer region of *Cdkn1b*, which was further validated by ChIP-qPCR (**Figure 2J-K and Figure S2N-P**). qPCR and western blot analyses confirmed that CEBPB promoted the expression of these genes (**Figure 2L-M and Figure S2Q**). Collectively, CEBPB-high dormant tumor cells undergo G1-phase cell cycle arrest by activating CCNG2 and p27 in TNBC.

### Highly expressed CEBPB in TNBC cells drives M2 macrophage polarization, leading to immune evasion

To investigate whether CEBPB expressed by tumor cells can recruit macrophages, we performed macrophage migration assays. Tumor cell derived conditional medium (CM) was collected from CEBPB overexpression tumor cells, as well as CEBPB knockdown tumor cells. CM was placed in the lower chamber of Transwell, while bone marrow-derived macrophages (BMDMs) were seeded into the upper chamber. After 24 hours of co-culture, we observed that incubation of CM-OE-CEBPB displayed a significantly stronger ability to recruit BMDMs compared to CM from control cells (**Figure 3A-B**). Conversely, incubation of CM-KD-CEBPB showed a reduced macrophage recruitment potential than the control group (**Figure 3A-B**).

Next, we explore whether CEBPB expression in tumor cells influences macrophage polarization. Macrophages were co-cultured with tumor cell derived CM for 48 hours. Flow cytometry analysis showed that incubation of CM-OE-CEBPB from 4T07 significantly increased the percentages of BMDMs expressing M2 markers CD206 and Arg1, while significantly reducing the proportion of BMDMs expressing M1 marker MHCII and iNOS, and inflammatory cytokines TNFa and IL12/23 compared to the control group. In contrast, incubation of CM-KD-CEBPB from 4T07 decreased the percentages of CD206 and Arg1 expressing, while slightly increasing the proportion of MHCII, iNOS, TNFa and IL12/23 expressing BMDMs (**Figure 3C-E and Figure S3A**). Similar experiments were conducted using human TNBC cell line MDA-MB-231 and human PBMC derived macrophages (PBMC-Mφ). Conditioned medium from MDA-MB-231 cells were collected and co-cultured with PBMC-Mφ, yielding similar results (**Figure 3F-H**). These results suggested that overexpression of CEBPB in TNBC tumor cells could recruit macrophage and induce M2 polarization *in vitro*.

Macrophages are widely recognized as a key immunosuppressive population within tumors, which can attenuate T cell responses 35. We then assessed the effect of the tumor CM-educated BMDMs on CD8^+^ T cell proliferation through cell co-culture. Prior to co-culture, CD8^+^ T cells were labeled with CellTrace Violet, a fluorescent dye that becomes diluted with each cell division, resulting in decreased fluorescence intensity. Flow cytometry analysis revealed that T cells co-cultured with tumor CM-educated BMDMs retained higher Violet fluorescence intensity compared to those co-cultured with DMEM-educated BMDMs, suggesting reduced T cell proliferation. Furthermore, BMDMs educated with CM-OE-CEBPB from 4T07 caused a higher Violet fluorescence intensity in T cells than the control group, indicating a significant decrease in T cell proliferation, whereas the opposite was observed with CM-KD-CEBPB from 4T07 (**Figure 3I**). These findings suggested that TNBC tumor cells overexpressing CEBPB can polarize macrophages towards to M2 phenotype, thereby inhibiting CD8^+^ T cell proliferation.

### Overexpression of CEBPB in tumors drive an immunosuppressive TME in TNBC

We next evaluated the immunosuppressive role of CEBPB *in vivo*. CEBPB-overexpressing or control EMT6 cells were orthotopically implanted into the 4th pair of mammary fat pads in female BALB/c mice. We observed that overexpression of CEBPB promoted tumor growth in immunocompetent mice (**Figure 4A-C**). Considering that high CEBPB expression inhibited tumor cell proliferation *in vitro* and in allografts derived from nude mice, and our *in vitro* cell co-culture system demonstrated that elevated CEBPB expression tumor cells promote M2 macrophage polarization and suppress T cell proliferation, we hypothesized that the tumor-promoting effect of CEBPB might be immune-dependent. Therefore, we performed flow cytometry and immunohistochemistry staining analyses to assess changes in immune cell proportions within the tumors. Tumors overexpressing CEBPB had fewer CD8^+^ T cells, and a higher proportion of exhausted (PD-1^+^) CD8^+^ T cells compared with control tumors (**Figure 4D-E**). Additionally, high CEBPB expression tumors exhibited increased macrophages infiltration, particularly M2 macrophages (CD45^+^ CD11b^+^ F4/80^+^ CD206^+^) (**Figure 4F-G and Figure S3B-C**).

To confirm these findings, we also developed allografts derived from CEBPB-knockdown or control EMT6 cells. Tumor growth was significantly reduced in CEBPB-knockdown tumors compared to control tumors (**Figure 4H-J**). CEBPB knockdown tumors contained a significantly higher proportion of CD8^+^ T cells and a lower proportion of exhausted CD8^+^ T cells (**Figure 4K-L**). Moreover, the overall proportion of macrophages, particularly M2 macrophages, was markedly reduced in CEBPB knockdown tumors, consistent with observations from the high CEBPB expression tumors (**Figure 4M-N and Figure S3D**).

We then validated these results using multiplex immunohistochemistry on a TMA from 80 TNBC patients. We observed that CEBPB levels were positively correlated with the human macrophage marker CD68 and the M2 macrophage marker CD163, while being negatively correlated with the T cell marker CD8a (**Figure 4O and Figure S3E**).

We further performed IHC analyses in the corresponding allografts. In allografts with CEBPB overexpression, the expression level of the proliferation marker Ki67 was significantly lower compared with controls (**Figure S3C**). And there was no significant difference of Ki67 expression levels between CEBPB knockdown and the control tumors, possibly due to the smaller tumor size of knockdown tumors (**Figure S3D**). These results indicated a negative correlation between CEBPB and Ki67 expression in an immunocompetent tumor microenvironment. Therefore, we proposed that the pro-tumorigenic effect mediated by CEBPB is not attributable to a direct enhancement of tumor cell proliferation, but is more likely achieved through the induction of tumor cell dormancy, which may enhance immune evasion and ultimately manifest as an overall pro-tumor effect.

### The conditional knockdown of CEBPB enhances anti-tumor immunity and strengthens the therapeutic response to ICB

To explore CEBPB expressed in tumor cells as a potential immunotherapy target for TNBC, we developed a tetracycline-responsive element-regulating conditional knockdown (CKD) lentiviral plasmid for CEBPB, simulating siRNA-mediated knockdown. We generated allografts derived from EMT6 -CKD cells, and divided them into four groups: IgG, anti-PD-1, DOX+IgG, and DOX+anti-PD-1 (**Figure 5A-C and Figure S3F**). The anti-PD-1 alone exhibited limited efficacy in suppressing tumor growth. Tumors treated with DOX alone resulted in tumor growth inhibition, and this effect was further enhanced in the combination treatment group (**Figure 5A-C**). Combination of anti-PD-1 with DOX therapy led to more CD8^+^ T cell infiltration and lower proportion of CD8^+^PD1^+^ T cells compared to the anti-PD-1 group (**Figure 5D-E**). Additionally, there was a reduction in macrophage infiltration, specifically M2 macrophages in the combination group (**Figure 5F-G**). Furthermore, mice received combination treatment experienced a significantly longer survival time compared to the anti-PD-1 therapy (**Figure 5H**).

We further found that *CEBPB* expression was significantly elevated in the anti-PD-1- NE group compared to the E group in the scRNA-seq data of tumor cells in 12 TNBC patients in Figure 1A (**Figure 5I**). Additionally, higher *CEBPB* expression was associated with poorer prognosis in a public dataset from 238 patients receiving anti-PD-1 therapy (**Figure 5J**). Therefore, our results suggest that targeting CEBPB may improve the efficacy of immunotherapy, potentially leading to better outcomes for TNBC patients.

### CEBPB induces M2 macrophage polarization through transcriptional activation of S100A8

Recognizing the pivotal role of secretory molecules in macrophage polarization reprogramming, we aimed to identify potential secretory factors regulated by CEBPB that may mediate this effect. we firstly identified 271 differentially expressed genes (DEGs) based on the RNA-seq of OE-CEBPB vs OE-Ctrl 4T07 cells (**Table S4**). 

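According to the sample records, the 4T07 cells, a mouse mammary carcinoma line, carried a lentiviral vector with Cebpb (OE-CEBPB) or the empty vector (OE-Control), and 3 libraries of each were sequenced. The libraries were made from poly-A RNA. The authors aligned the reads with HISAT2, counted them on genes with featureCounts and deposited the raw counts of 54532 genes. Between 15028646 and 17684991 reads per library were counted on genes, with a median of 16147840 in OE-Control and 16376441 in OE-CEBPB. The 12993 genes with a mean of at least 10 raw counts per library were tested with edgeR's quasi-likelihood test, after TMM normalization and with Benjamini-Hochberg adjustment. Gene positions in the count table are those of GRCm38. Within a condition, log2 CPM of the libraries correlated across genes with Pearson's r from 0.913 to 0.977. Between conditions, r ran from 0.910 to 0.984, so libraries of the same condition were not clearly more alike. The libraries also differed in a way that the conditions follow only in part. Relative to the mean of the 6 libraries, expression fell with the GC content of the gene in OE-Control replicates 1 and 2 and in OE-CEBPB replicate 1 (Spearman's rho of -0.43, -0.21 and -0.40 across genes). It rose with GC content in OE-Control replicate 3 and in OE-CEBPB replicates 2 and 3 (0.37, 0.44 and 0.47). The log2 fold change of OE-CEBPB against OE-Control also rose with GC content, with a rho of 0.34 across genes. That rho was 0.011 after a correction for GC content and gene length in each library, chosen after seeing the data. These are correlations across genes, which are not independent replicates. A fit with this grouping of the libraries as a covariate was added after the data had been seen.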

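Cebpb (ENSMUSG00000056501) lies on the + strand of chromosome 2 of GRCm38, from 167688915 to 167690418. Its raw counts were 2514, 4716 and 6136 in OE-Control and 12704, 9928 and 41034 in OE-CEBPB. Normalized for library size, Cebpb was at 275 ± 118 CPM (SD, n = 3) in OE-Control and 1290.0 ± 1006 CPM (SD, n = 3) in OE-CEBPB. The log2 fold change was 2.23 (standard error 0.56), with an unadjusted p-value of 0.00367 and an adjusted p = 0.950 from edgeR. Every OE-CEBPB library was above every OE-Control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Without OE-CEBPB replicate 3, the library with the highest count, the log2 fold change was 1.38. With the grouping of the libraries by GC content as a covariate, it was 1.97. The methods describe an optimized coding sequence for the lentiviral vector, and if these cells carried it, its reads need not be counted on the Cebpb gene.
No gene had an adjusted p-value under 0.05 in edgeR, and the lowest was 0.567. At an unadjusted p-value under 0.05 there were 326 genes, 156 higher and 170 lower in OE-CEBPB, where 649.7 are expected by chance among the 12993 genes tested. The OE-CEBPB and OE-Control libraries did not overlap in 1089 genes, or 8.38% of those tested, where chance gives 10%. The alternative that moved the number of DEGs most was edgeR with no filter on low counts, with 121 genes at an adjusted p-value under 0.05. DESeq2 on the same 12993 genes gave 18. All 271 genes of Table S4 were among the genes tested, and all changed in the direction that the table gives. Of these, 188 had an unadjusted p-value under 0.05. The genes with the lowest adjusted p-value were Cxcl10, with a log2 fold change of -1.48 (standard error 0.20, unadjusted p-value 4.81e-05, adjusted p = 0.567 from edgeR), and Mx1, with -1.22 (standard error 0.17, unadjusted p-value 8.74e-05, adjusted p = 0.567 from edgeR). Both were lower in 3 of 3 OE-CEBPB libraries than in every OE-Control library. From these DEGs, the paper goes on to look for secretory factors regulated by CEBPB that may mediate macrophage polarization.

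**Figure D2:**
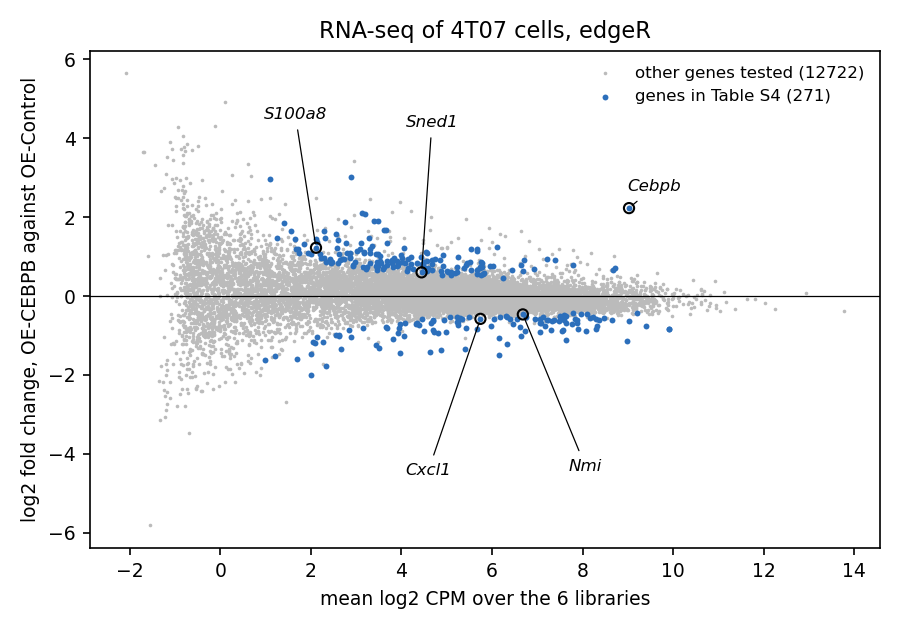
The log2 fold change of OE-CEBPB against OE-Control (y axis) against the mean log2 CPM over the 6 libraries (x axis) for each gene tested, with the 271 genes of Table S4 in blue and the other genes in grey. Black circles mark Cebpb, at 2.23, and S100a8, Cxcl1, Nmi and Sned1.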

A total of 5,938 genes from potential CEBPB binding peaks were identified from the anti-CEBPB ChIP-seq in 4T07 (**Table S5**). Additionally, 1,796 mouse-derived secretory factors were derived from CellChat, which offers the latest and most comprehensive collection of ligand-receptor pair information for cell-cell interaction analysis in scRNA-seq 40. 

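The values of S100a8, Cxcl1, Nmi and Sned1 in the 4T07 libraries follow, with positions in GRCm38 and 3 libraries in each condition. S100a8 (ENSMUSG00000056054, chromosome 3, + strand, 90668978 to 90670035) had raw counts of 77, 49 and 24 in OE-Control and 175, 98 and 65 in OE-CEBPB. It was at 3.04 ± 1.52 CPM (SD, n = 3) in OE-Control and 7.12 ± 4.21 CPM (SD, n = 3) in OE-CEBPB, a log2 fold change of 1.22 (standard error 0.56). Its unadjusted p-value was 0.0588, and its adjusted p = 0.950 in edgeR. The conditions overlapped, since OE-CEBPB replicate 3 (3.86 CPM) was below OE-Control replicate 1 (4.52 CPM), and the exact permutation test gave a two-sided p = 0.2. The log2 fold change was 0.66 without OE-CEBPB replicate 1 and 1.64 without OE-Control replicate 1. Among the libraries whose expression fell with GC content, S100a8 was at 11.9 CPM in OE-CEBPB replicate 1 against 4.52 and 3.10 CPM in OE-Control replicates 1 and 2. Among those whose expression rose with it, S100a8 was at 5.61 and 3.86 CPM in OE-CEBPB replicates 2 and 3 against 1.49 CPM in OE-Control replicate 3. With this grouping as a covariate, the log2 fold change was 1.65, with an unadjusted p-value of 0.00238 and an adjusted p = 0.857 in edgeR. A correction for GC content and gene length in each library, also chosen after seeing the data, left it at 1.21. Its unadjusted p-value was then 0.0513 and its adjusted p = 0.924 in edgeR. With the replicate number as a block, the log2 fold change was 1.20, with an unadjusted p-value of 0.0145 and an adjusted p = 0.751 in edgeR.
Cxcl1 (ENSMUSG00000029380, chromosome 5, + strand, 90891241 to 90893115) was at 66.0 ± 12.7 CPM (SD, n = 3) in OE-Control and 44.2 ± 5.96 CPM (SD, n = 3) in OE-CEBPB. Its log2 fold change was -0.58 (standard error 0.21, unadjusted p-value 0.0218, adjusted p = 0.950 in edgeR), and it stayed between -0.71 and -0.42 with each library left out in turn. Nmi (ENSMUSG00000026946, chromosome 2, - strand, 51948487 to 51973494) was at 120.5 ± 3.74 CPM (SD, n = 3) in OE-Control and 87.3 ± 3.71 CPM (SD, n = 3) in OE-CEBPB. The log2 fold change of Nmi was -0.47 (standard error 0.15, unadjusted p-value 0.0143, adjusted p = 0.950 in edgeR), with a range from -0.49 to -0.42. Sned1 (ENSMUSG00000047793, chromosome 1, + strand, 93235841 to 93301065) rose from 17.7 ± 2.83 CPM (SD, n = 3) to 26.8 ± 2.92 CPM (SD, n = 3). For Sned1, the log2 fold change was 0.60 (standard error 0.22, unadjusted p-value 0.0252, adjusted p = 0.950 in edgeR), with a range from 0.48 to 0.70. With the grouping by GC content, found in the data, as a covariate, the log2 fold changes of Cxcl1, Nmi and Sned1 were -0.44, -0.49 and 0.52. Their unadjusted p-values in edgeR were 0.0258, 0.00824 and 0.0380. S100a8 had the lowest unadjusted p-value of the 4 genes in this fit, but the highest in edgeR without the covariate (0.0588). In Cxcl1, Nmi and Sned1, all OE-CEBPB libraries were on the same side of all OE-Control libraries (exact permutation test, two-sided p = 0.1 for each). None of the 4 genes passed the adjustment over the genes tested, with or without the covariate.

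**Figure D3:**
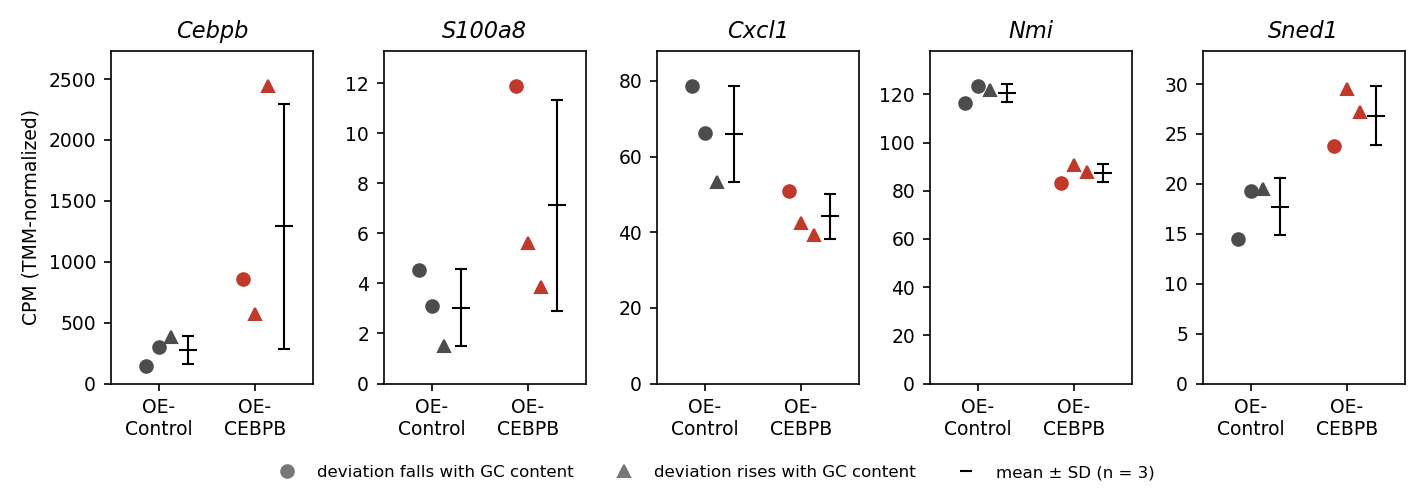
TMM-normalized CPM (y axis) of Cebpb, S100a8, Cxcl1, Nmi and Sned1 in the 3 OE-Control and the 3 OE-CEBPB libraries of 4T07 cells (x axis), with the mean ± SD beside the points. Circles are libraries whose expression fell with GC content and triangles those whose expression rose with it. Cxcl1 and Nmi are lower and Sned1 is higher in every OE-CEBPB library, while S100a8 overlaps between the conditions and separates within each grouping of the libraries.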

By intersecting the DEGs, ChIP peaks, and mouse secretory factors, we identified four common genes: *S100a8*, *Cxcl1*, *Nmi*, and *Sned1* (**Figure 6A**). Notably, we observed robust CEBPB binding in the *S100a8* promoter region, and 6 kb or 9 kb upstream region of the *Cxcl1* transcription start site, indicating that S100A8 and CXCL1 are likely downstream targeting secretory factors regulated by CEBPB (**Figure 6B and Figure S4A**).

To verify these findings, we performed ChIP-qPCR and DNA gel electrophoresis. Significant CEBPB binding enrichments were confirmed in the promoter region of *S100a8*, and upstream regions of *Cxcl1* (**Figure 6C**). Additionally, CEBPB binding enrichment further increased after CEBPB overexpression (**Figure S4B-E**). These findings demonstrate that CEBPB specifically binds to these regions, particularly the *S100a8* promoter. Using JASPAR database, we predicted two major CEBPB binding sites within the CEBPB binding region in *S100a8* promoter, each located near the peak center on two different strands of DNA. Dual-luciferase reporter assays confirmed that these two binding sites are crucial for the transcriptional regulation by CEBPB. We cloned the DNA sequences of *S100a8* promoter into firefly luciferase reporter plasmid, and constructed a variant with CEBPB binding site mutation. CEBPB overexpression significantly enhanced the relative luciferase activity of *S100a8* promoter, while the binding site mutation made CEBPB lost its regulatory ability (**Figure 6D**). Subsequent qPCR analysis confirmed that overexpression of CEBPB significantly upregulated the mRNA levels of *S100a8* and *Cxcl1*, while CEBPB knockdown reduced their transcription (**Figure 6E-F and Figure S4F-G**). Western blot analysis further demonstrated that CEBPB promoted S100A8 protein level (**Figure 6G and Figure S4H**). The multiplex immunohistochemistry experiment further revealed a strong positive correlation between CEBPB and S100A8 expression in 80 TNBC tumor tissues from a TMA. We also observed a negative correlation between CEBPB and Ki67 expression in the TMA, consistent with our finding that high CEBPB expression is associated with tumor dormancy (**Figure 6H and Figure S4I**). Finally, we found that S100A8 was significantly overexpressed in dormant tumor cells sorted from both 4T07-TetOn and EMT6-TetOn allografts (**Figure 6I**). Collectively, these results demonstrate that CEBPB specifically activates the transcription of S100A8 and CXCL1.

We then explored the functional roles of S100A8 and CXCL1 in macrophage polarization. Incubation with recombinant mouse S100A8 (rS100A8) or CXCL1 (rCXCL1) protein markedly increased the proportion of CD206^+^ BMDMs, with rS100A8 showing a stronger effect with a concentration-dependent manner (**Figure 6J and Figure S5A**). Meanwhile, rS100A8 reduced the percentages of MHCII^+^ or iNOS^+^ BMDMs, whereas rCXCL1 showed no significant effect (**Figure 6K and Figure S5B**). In total, these results indicate that S100A8 is a more potent inducer of M2 macrophage polarization.

Next, we found that S100A8 knockdown reduced macrophage recruitment and promoted their M1 polarization in EMT6 allografts, in line with our *in vitro* results (**Figure 6L-R and Figure 5C-E**). Meanwhile, the infiltration of CD8^+^ T cells was increased, and the proportion of exhausted T cells was decreased. More importantly, S100A8 knockdown reversed the restricted CD8^+^ T infiltration and increased exhaustion of CD8^+^ T cells induced by CEBPB overexpression (**Figure 6O and Figure S5E**). Although S100A8 knockdown did not reduced macrophage infiltration caused by CEBPB overexpression, it decreased the proportion of M2 macrophage and increased M1 macrophage fraction (**Figure 6P-R and Figure S5E**). Our data demonstrate that S100A8 can promote M2 macrophage polarization. Also, targeting S100A8 may improve the immune-suppressive TME caused by CEBPB overexpression.

### Inhibition of S100A8 remodels TME and enhances ICB efficacy

Since extracellular S100A8 exerts its biological functions by binding to specific receptors, we next explored whether pharmacological inhibitors blocking the S100A8 -receptor interaction could impact macrophage reprogramming, thus modulating the TME. Paquinimod (PAQ) functions by directly blocking the hydrophobic cleft structure of S100A8 involved in receptor recognition 41. We co-treated BMDMs with rS100A8 and/or PAQ for 48 hours. Compared to rS100A8 alone, the combined application of PAQ and rS100A8 elicited a marked reduction in the percentages of CD206^+^ BMDMs or CD206^+^ PBMC-Mφ cells, while paradoxically enhancing the proportions of MHCII^+^, iNOS^+^, or TNFa^+^ BMDMs (**Figure 7A-B and Figure S6A-C**). It also markedly reduced the recruitment of BMDMs induced by rS100A8 (**Figure 7C**). In addition, we co-treated BMDMs with PAQ and CM from CM-OE-CEBPB or control tumor cells for 48 hours. We found that PAQ rescued the proportions of CD206, MHCII, and TNFa expression in either BMDMs or PBMC-Mφ, induced by CM from CEBPB overexpression tumor cells (**Figure 7D-E and Figure S6D-G**). These above results indicate that S100A8 inhibitor PAQ may reduce macrophage recruitment and M2 macrophage polarization.

We further evaluated the efficacy of combining PAQ with anti-PD-1 therapy. The combination of these two agents resulted in significantly reduced tumor mass compared to either treatment alone (**Figure 7F-H**). Compared to the anti-PD-1 monotherapy group, the PAQ+IgG group did not show increased CD8^+^ T cell infiltration, while the combination therapy group exhibited more CD8^+^ T cell infiltration, reduced the proportion of M2 macrophages, and increased the proportion of M1 macrophages (**Figure 7I-L**). In addition, higher *S100A8* expression was also associated with poorer prognosis in a public anti-PD-1 therapy dataset of 238 patients (**Figure 7M**). These findings suggest that PAQ may serve as a promising way to enhance immunotherapy for TNBC, potentially by reprogramming M2 macrophages into an M1 phenotype.

In addition, we performed IHC staining for Ki67 and CEBPB. Compared with control tumors, anti-PD-1 therapy markedly reduced Ki67 expression and increased CEBPB levels, thereby recapitulating a niche enriched for dormant tumor cells. Combined treatment with anti-PD-1 and PAQ led to a pronounced reduction in both Ki67 and CEBPB expression (**Figure S6H**). Collectively, these results support the notion that tumors enriched for dormant tumor cells may be better candidates for S100A8 inhibitor therapy.

## Discussion

Dormant tumor cells have been identified as immunotherapy-resistant reservoirs**,** potentially interacting with tumor-associated macrophages (TAMs) within their immune-privileged niches 5,6. Investigation of macrophages infiltration and phenotype within these niches may reveal the mechanisms underlying immune checkpoint blockade (ICB) resistance. We found that dormant tumor cells with high CEBPB expression promote macrophage infiltration and M2 polarization through the secretion of S100A8, leading to immune evasion. Therefore, blocking S100A8 from binding to its receptor may serve as a promising therapeutic strategy to potentiate ICB efficacy in TNBC.

We investigated the role of CEBPB in tumor dormancy, as CEBPB is the commonly upregulated genes in both long-term dormant tumor cells (label-retention method) and transient dormant tumor cells (mVenus-p27K^-^ reporter). CEBPB is a member of the C/EBP transcription factor family, and has been reported to negatively regulate the cell cycle in cancers 36,37. In Ras-induced senescence of mouse embryo fibroblasts, CEBPB interacts with the Rb-E2F complex to suppress the expression of G1/S phase-related genes 38,39. Here, we also found that overexpression of CEBPB induced G1-phase arrest in TNBC cells. We identified prominent CEBPB binding peaks at the promoter regions of cell cycle-related gene *Ccng2*, and enhancer region of *Cdkn1b*. It has been reported that CCNG2 blocks the G1/S phase transition by inhibiting the phosphorylation of CDK2 and Rb 42,43. p27 (encoded by *Cdkn1b*) is a well-known cyclin-dependent kinase inhibitor, which inhibits cell cycle progression through both the G0/G1 and G1/S transitions 44,45. Thus, we found that high CEBPB expression in dormant tumor cells promotes CCNG2 and p27 expression to maintain tumor dormancy.

In addition to tumor dormancy maintenance, CEBPB plays a crucial role in driving an immunosuppressive tumor phenotype, characterized by increased M2 macrophage infiltration and a reduced CD8^+^ T cell population in TNBC. Macrophage polarization within tumors is primarily regulated by properties of tumor microenvironment (TME) like local hypoxia, fibrosis, cell stress, and secreted molecules.

Based on our co-culture experiments using tumor cell-conditioned medium and macrophages *in vitro*, we proposed that CEBPB modulates the secretory profile of dormant tumor cells, thereby promoting M2 macrophage polarization. Furthermore, we found that CEBPB directly regulates the secretory protein S100A8 at multiple levels, including transcription factor binding, transcription, and protein levels, consistent with previous reports 46. Extracellular S100A8 is an immunosuppressive cytokine known to promote the accumulation of myeloid-derived suppressor cells or TAMs in the pre-metastatic niche of breast cancer 47-49. Besides promoting macrophages migration, S100A8 also facilitates M2 macrophage polarization in cancer 50. Notably, S100A8 functions as a downstream target of CEBPB in immune evasion. S100A8 knockdown significantly reduced M2 macrophage infiltration induced by CEBPB overexpression in allografts. Thus, we demonstrated that CEBPB-high dormant tumor cells promote immune evasion through S100A8 secretion, thereby preserving the immune-privileged niche.

The ICB efficacy is determined by the TME. Drugs that prevent immunosuppression or enhance anti-tumoral immune activity may improve ICB response. The doxycycline-induced CEBPB knockdown model, simulating siRNA-based CEBPB targeting, exhibited enhanced anti-PD-1 efficacy in terms of reduced tumor growth, longer survival, and TME remodeling. It should be noted that the efficacy of siRNA targeting CEBPB depend on factors such as drug safety and tumor-specific delivery. Therefore, we focused on the CEBPB downstream target S100A8, which can be inhibited by some known compounds. Among them, paquinimod (PAQ), a quinoline-3-carboxamide derivative, has been found to directly block S100A8 binding to its receptors TLR4 or RAGE 41. While PAQ has been participated in clinical trials for various autoimmune diseases, research on its application in cancer treatment remains limited 51-53. We observed that while PAQ alone has minimal effects on tumor growth, it markedly enhances anti-PD-1 efficacy by reprogramming M2 macrophages to the M1 phenotype and increasing CD8^+^ T cell infiltration in TNBC allografts. Therefore, we consider PAQ as an effective agent for remodeling TME.

Notably, we found that high expression of CEBPB and S100A8 is associated with poor response to PD-1 therapy in cancer patients, and mIHC analysis of TMA samples further confirmed a positive correlation between CEBPB and S100A8 expression in TNBC patients. These findings link ICB resistance with elevated CEBPB and S100A8 expression in TNBC, and suggest that TNBC patients enriched with dormant tumor cells, particularly those characterized by high CEBPB expression, are more likely to benefit from PAQ treatment. Furthermore, compared with anti-PD-1 monotherapy, combined PAQ and anti-PD-1 treatment resulted in reduced Ki67 and CEBPB expression, possibly due to disruption of a dormancy-dominated TME by PAQ, leading to enhanced elimination of tumor cells, including dormant tumor cells, and consequent tumor regression. Given its oral administration and minimal side effects, S100A8 inhibitor-PAQ warrants further clinical exploration in combination with ICB in TNBC patients.

This study has several limitations that should be acknowledged. As a key factor of dormant tumor cells in TNBC, the mechanisms driving CEBPB upregulation in this context remain to be elucidated. And the CEBPB-overexpression model used to represent dormant tumor cells is simplified and may not fully capture CEBPB's role in the complex regulatory network of tumor dormancy. Also, our investigation of the relationship between dormant tumor cells and the TME primarily focused on the secretory phenotype, leaving unexplored factors such as hypoxia and angiogenesis, which are crucial aspects of the dormant state. Moreover, while this study identified S100A8 as a factor in M2 macrophage polarization, the exact molecular mechanisms of this polarization reprogramming remain unclear. In addition, whether the conclusions drawn from TNBC can be generalized to other cancer types requires additional supporting evidence. These limitations suggest avenues for future research to gain a more comprehensive understanding of tumor dormancy.

## Conclusions

In summary, this study establishes CEBPB as a central regulator connecting tumor dormancy and immune evasion in TNBC. We demonstrate that dormant tumor cells, characterized by elevated CEBPB expression, constitute an immunotherapy-resistant reservoir. Mechanistically, CEBPB enforces a dormant phenotype by directly transactivating key cell cycle inhibitor CCNG2, inducing G1-phase arrest. Concurrently, it orchestrates an immunosuppressive TME by regulating the secretory phenotype of dormant tumor cells, particularly through S100A8, which in turn recruits and polarizes tumor-associated macrophages toward an M2 phenotype, thereby creating an immune-privileged niche conducive to tumor cell survival and resistance to anti-PD-1 therapy. Importantly, targeting this axis with the S100A8 inhibitor paquinimod effectively remodels the TME, reverting M2 macrophage polarization and enhancing CD8^+^ T cell infiltration, which synergizes with anti-PD-1 to suppress tumor growth. These findings not only elucidate a direct molecular link between dormancy maintenance and immune evasion but also propose a novel and translatable therapeutic strategy to target the dormant cell reservoir and overcome ICB resistance in TNBC.

## Supplementary Material

Supplementary figures.

Supplementary tables.

## Figures and Tables

**Figure 1:**
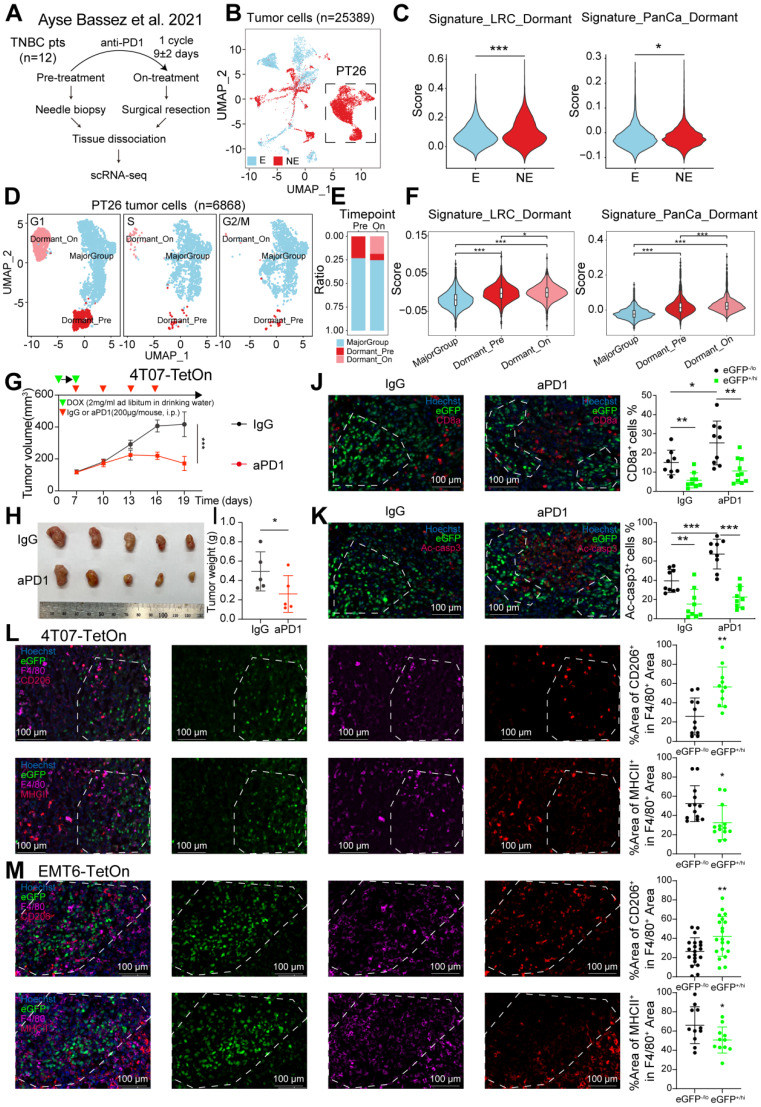
** Role of dormant tumor cells in residing an immunosuppressive niche and mediating ICB resistance. A-B**, Umap plot of 25389 tumor cells from a cohort of 12 TNBC patients in the scRNA-seq dataset published by Ayse Bassez *et al.* 24, categorized into clonotype expansion (E, blue) and no/limited expansion (NE, red) groups based on T cell clone expansion following anti-PD-1 therapy. **C**, Violin plots showing expression scores of Signature_LRC_Dormant and Signature_PanCa_Dormant in tumor cells from a cohort of 12 TNBC patients. **D-E**, Umap plots and stacked histogram of cell cycle score analysis categorizing 6868 tumor cells from the PT26 patient into Dormant_Pre, Dormant_On, and Major_group clusters. **F**, Violin plots showing expression scores of Signature_LRC_Dormant and Signature_PanCa_Dormant in tumor cells from the PT26 patient. **G-I**, Tumor volume (G), image (H) and weight (I) of 4T07-TetOn allografs in BALB/c mice (*n* = 5). Tumor-bearing mice were randomly divided into IgG or anti-PD-1 (aPD1) treatment group until tumor volume reached approximately 100 mm^3^. **J-K**, Representative immunofluorescene (IF) images of CD8a (J) and active-Caspase3 (K) staining in two treatment groups of serial tumor sections. White dashed line marks eGFP^+/high^ area. **L-M**, Representative IF images of F4/80 and CD206 or F4/80 and MHCII staining in 4T07-TetOn (L) or EMT6-TetOn (M) serial tumor sections. White dashed line marks eGFP^+/high^ area. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

**Figure 2:**
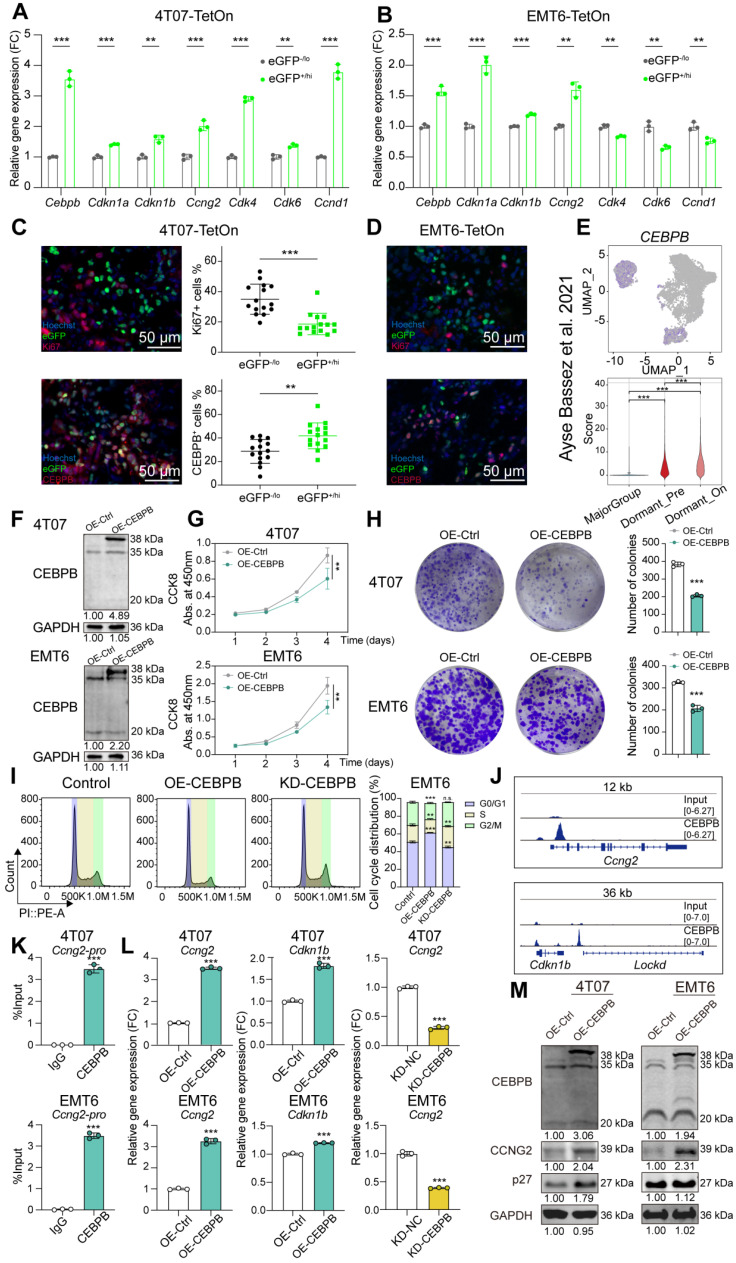
** CEBPB as an essential factor in TNBC tumor dormancy. A-B**, mRNA expression of *Cebpb* and tumor dormancy related cell cycle markers in eGFP^-/lo^ and eGFP^+/hi^ tumor cells sorted from 4T07-TetOn (A) or EMT6-TetOn (B) tumor masses.** C-D**, Representative IF images of Ki67 and CEBPB staining in 4T07-TetOn (C) or EMT6-TetOn (D) serial tumor sections.** E**, Expression score of *CEBPB* in tumor cells from PT26 patient in the scRNA-seq data published by Ayse Bassez *et al.* 24.** F**, Overexpression of CEBPB in 4T07 and EMT6 cell lines were detected by western blot. **G-H**, Cell viability assessed by Cell Counting Kit-8 assay (G) and colony formation assay (H) in 4T07 and EMT6 cells with or without CEBPB overexpression. **I**, Cell cycle analysis of EMT6 cells with CEBPB overexpression or knockdown. **J**, CEBPB characteristic binding peaks for *Ccng2* and *Cdkn1b* from anti-CEBPB ChIP-seq in 4T07 cells. **K**, ChIP-qPCR showing the CEBPB binding region in the *Ccng2* promoter of 4T07 and EMT6 cells. **L**, mRNA expression of *Ccng2* or *Cdkn1b* in 4T07 and EMT6 cells with CEBPB overexpression or knockdown. **M**, Protein expression of CCNG2 or p27 in 4T07 and EMT6 cells with CEBPB overexpression or knockdown. **, *P* < 0.01, ***, *P* < 0.001.

**Figure 3:**
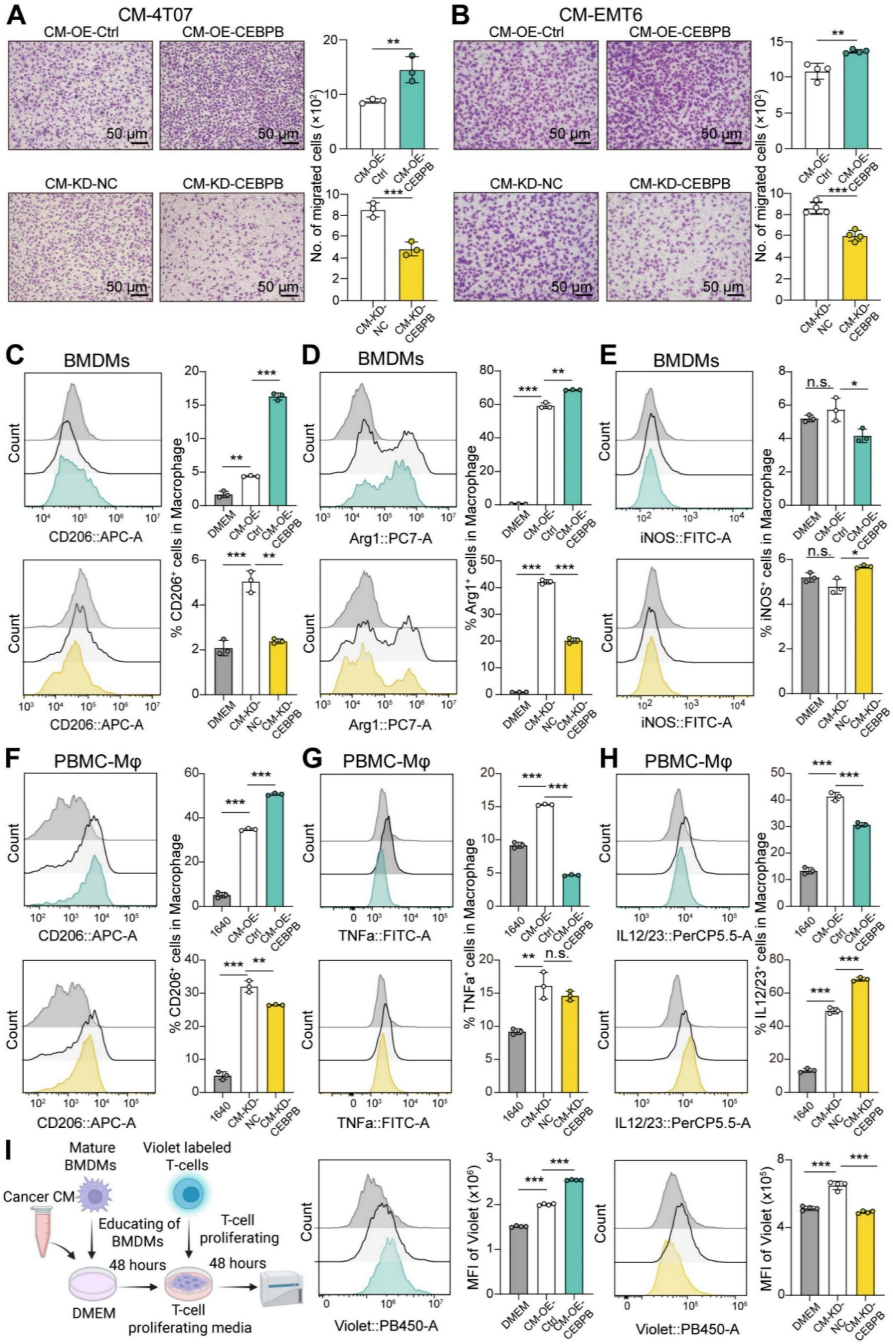
** Overexpression of CEBPB in TNBC cells promotes M2 Macrophage polarization, facilitating immune evasion. A-B**, Migration assay of BMDMs in conditional medium (CM) from 4T07 (A) or EMT6 (B) with CEBPB overexpression or knockdown. **C-E**, Percentages of CD206 (C), Arg1 (D), and iNOS (E) expressing BMDMs co-cultured with CM from 4T07 with CEBPB overexpression or knockdown. **F-H**, Percentages of CD206 (F), TNFa (G), and IL12/23 (H) expressing PBMC-Mφ co-cultured with CM from MDA-MB-231 with CEBPB overexpression or knockdown. **I**, Flow cytometry analysis for MFI of Violet dye in CD8^+^ T cells co-cultured with tumor cell derived CM-educated BMDMs, including CM from 4T07 with CEBPB overexpression or knockdown. n.s., not significant, *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

**Figure 4:**
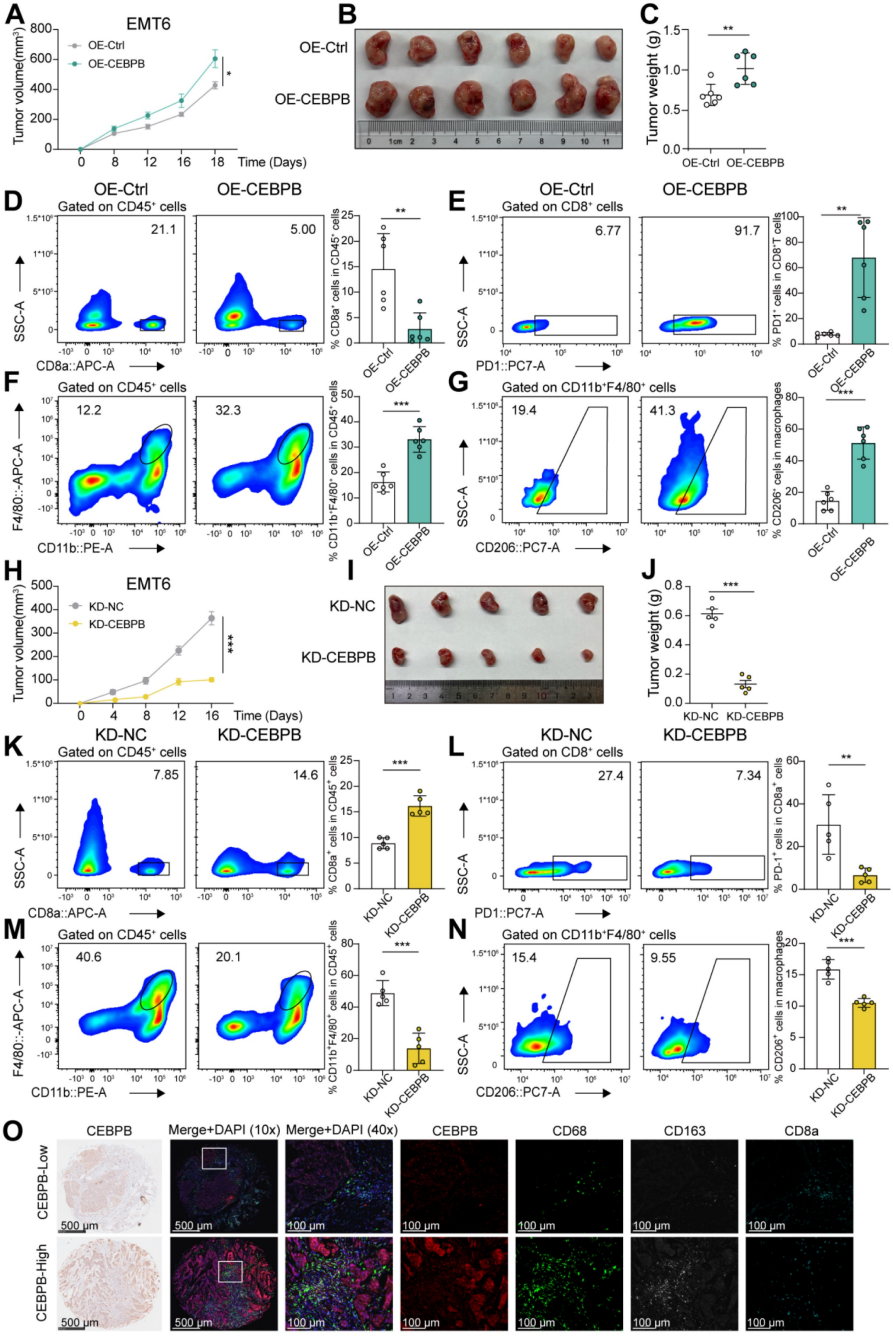
** Highly expressed CEBPB tumors facilitate a tumor-promoting phenotype in TNBC. A-C**, Tumor volume (A), image (B) and weight (C) of CEBPB-overexpressing (OE-CEBPB) or control (OE-Control) EMT6 allograts in BALB/c mice (*n* = 6). **D-G**, Flow cytometry analysis of CD8^+^ T cells (D), PD1^+^ CD8^+^ T cells (E), CD11b^+^ F4/80^+^ cells (F), and CD206^+^ macrophages (G) infiltrated in tumors developed in (A-C). **H-J**, Tumor volume (H), image (I) and weight (J) of CEBPB-knockdown (KD-CEBPB) or control (KD-NC) EMT6 allograts in BALB/c mice (*n* = 5). **K-N**, Flow cytometry analysis of CD8^+^ T cells (K), PD1^+^ CD8^+^ T cells (L), CD11b^+^ F4/80^+^ cells (M), and CD206^+^ macrophages (N) infiltrated in tumors developed in (H-J). **O**, Representative multiplex immunohistochemistry images of CEBPB, CD68, CD163, and CD8a staining in a tissue microarray (TMA) of TNBC patient tumor samples (*n* = 80). *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

**Figure 5:**
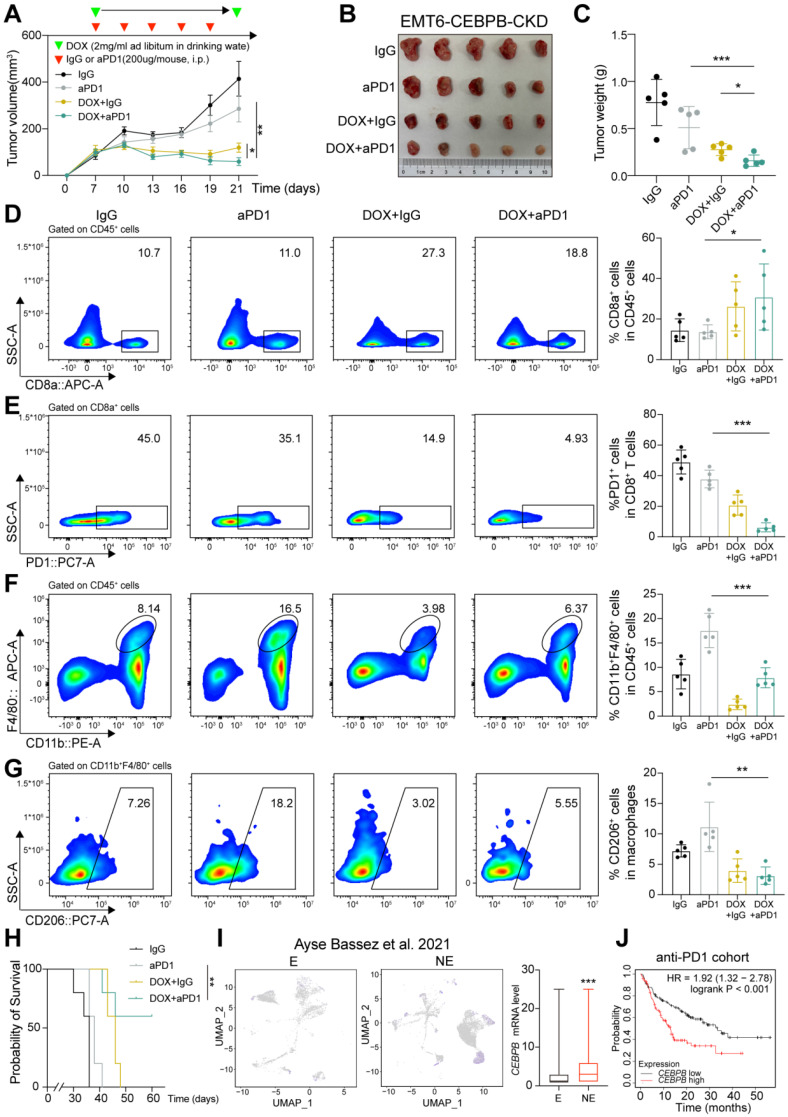
** The conditional knockdown of CEBPB boosts anti-tumor immunity and amplifies the therapeutic response to ICB. A-C**, Tumor volume (A), image (B) and weight (C) of EMT6 CEBPB-CKD allografts in BALB/c mice (*n* = 5). Tumor-bearing mice were randomly divided into four groups until tumor volume reached approximately 100 mm^3^. **D-G**, Flow cytometry analysis of CD8^+^ T cells (D), PD1^+^ CD8^+^ T cells (E), CD11b^+^ F4/80^+^ cells (F), and CD206^+^ macrophages (G) infiltrated in tumors developed of the indicated groups. **H**, Kaplan-Meier analysis of mice in each treatment group. **I**, Expression score of *CEBPB* in E and NE groups of tumor cells from 12 patients in the scRNA-seq data published by Ayse Bassez *et al.* 24. **J**, Kaplan-Meier analysis of *CEBPB* expression in a public cohort with patients receiving anti-PD-1 therapy. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

**Figure 6:**
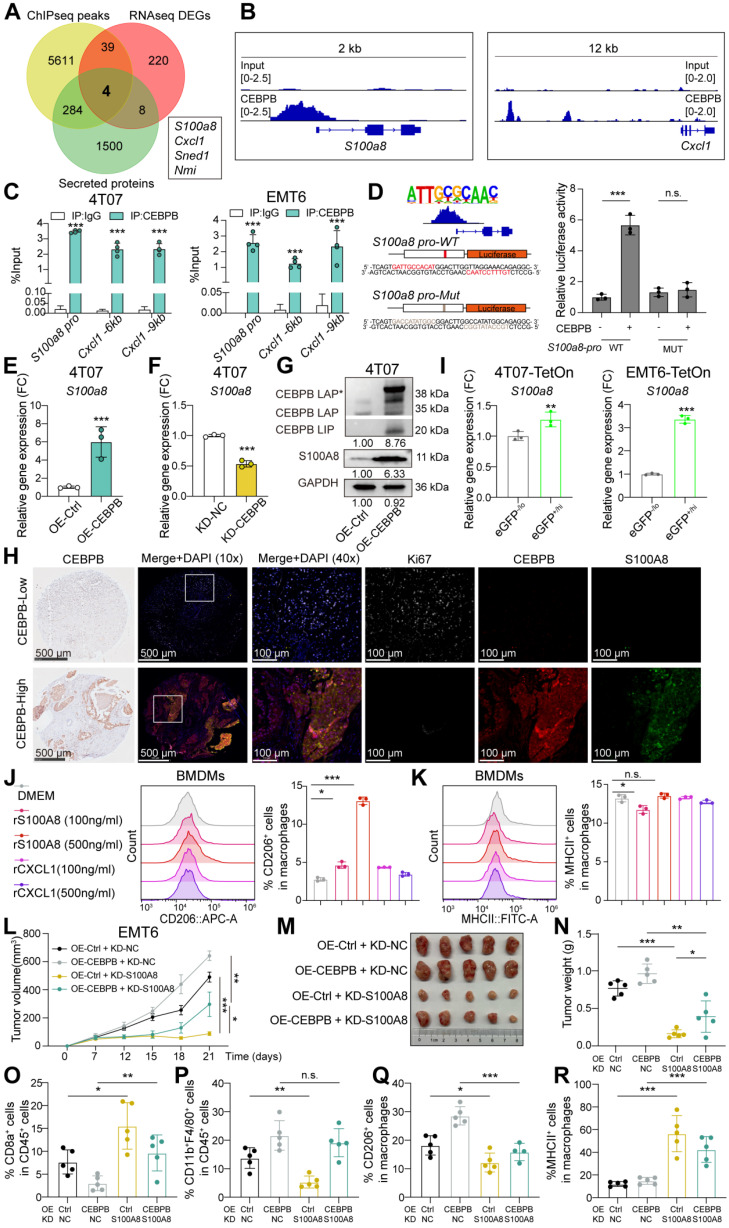
** CEBPB transcriptionally activates S100A8 to promote M2 macrophage polarization. A**, Venn diagram of three datasets identifying four common secretory factors: differentially expressed genes from CEBPB-overexpressing 4T07 cells bulk RNA-seq, CEBPB binding peaks in 4T07 cells from anti-CEBPB ChIP-seq, and the profile of mouse secretory proteins. **B**, CEBPB binding peaks for *S100A8* and *Cxcl1* from anti-CEBPB ChIP-seq in 4T07 cells. **C**, ChIP-qPCR showing the CEBPB binding regions in the *S100a8* promoter or upstream regions of *Cxcl1* of 4T07 and EMT6 cells. **D**, Relative luciferase activity in CEBPB-overexpressing HEK293T cells with the *S100a8* promoter WT or MUT, respectively. **E-F**, mRNA expression of *S100a8* or *Cxcl1* in 4T07 cells with CEBPB overexpression (E) or knockdown (F). **G**, Protein expression of S100A8 in 4T07 cells with or without CEBPB overexpression. **H**, Representative multiplex immunohistochemistry images of Ki67, CEBPB, and S100A8 staining in a TMA of TNBC patient tumor smaples (*n* = 80). **I**, mRNA expression of *S100a8* in eGFP^-/lo^ and eGFP^+/hi^ tumor cells sorted from 4T07-TetOn or EMT6-TetOn tumor masses. **J-K**, Percentages of CD206 (J) and MHCII (K) expressing BMDMs with the addition of rS100A8 (100 or 500 ng/mL) or rCXCL1 (100 or 500 ng/mL) for 48 hours. **L-N**, Tumor volume (L), image (M) and weight (N) of CEBPB-overexpressing with or without S100A8 knockdown EMT6 allografts in BALB/c mice (*n* = 5). **O-R**, Flow cytometry analysis of CD8^+^ T cells (O), CD11b^+^ F4/80^+^ cells (P), CD206^ +^ macrophages (Q), and MHCII^+^ macrophages (R) infiltrated in tumors developed in (L). n.s., not significant, *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001.

**Figure 7:**
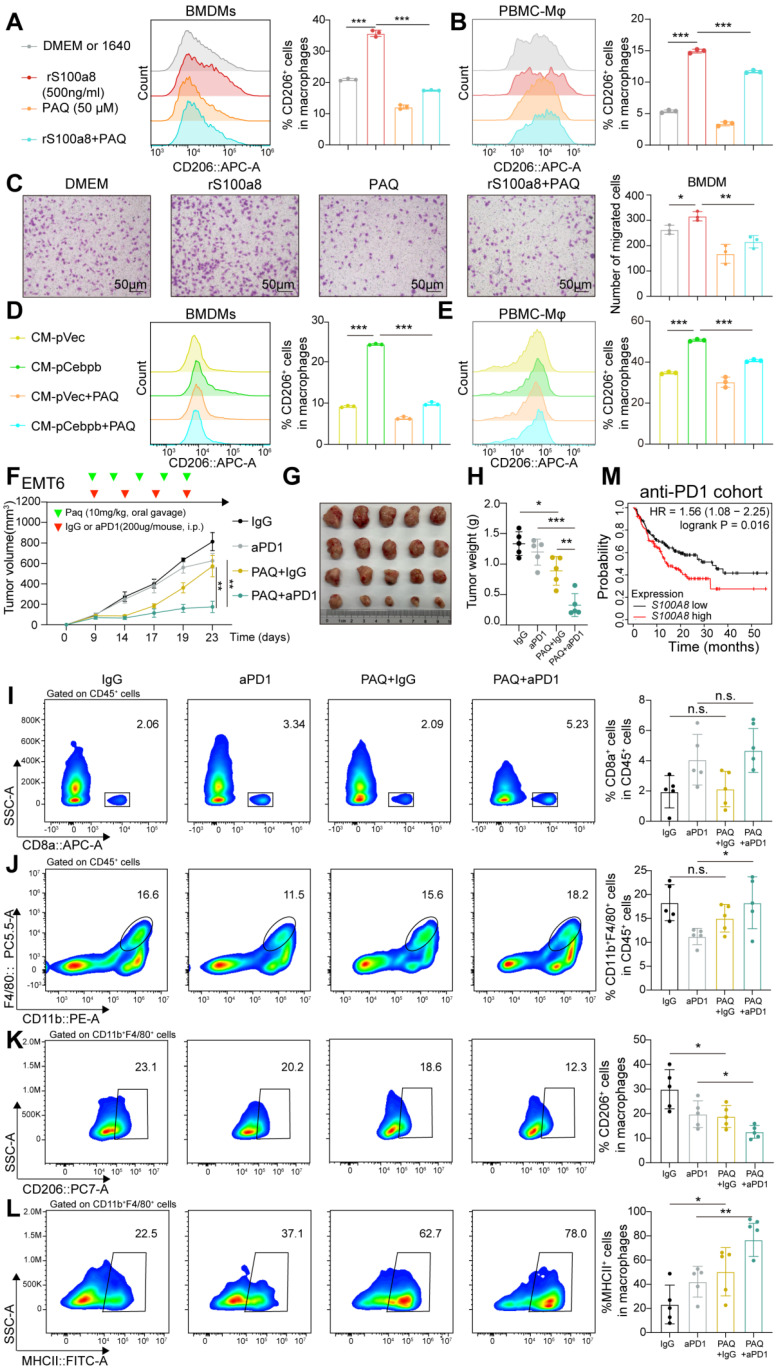
** The S100A8 inhibitor remodels TME and improves ICB efficacy. A-B**, Percentages of CD206 expressing in BMDMs (A) or PBMC-Mφ (B) with the addition of paquinimod (PAQ, 5 µg/mL) and/or rS100A8 (500 ng/mL) for 48 hours. **C**, Migration assay of BMDMs in DMEM with the addition of PAQ (5 µg/mL) and/or rS100A8 (500 ng/mL) for 24 hours. **D-E**, Percentages of CD206 expressing in BMDMs (D) or PBMC-Mφ (E) co-cultured with CM and/or PAQ (5 µg/mL) for 48 hours, including CM from 4T07 (D) or MDA-MB-231 (E) with or without CEBPB overexpression. **F-H**, Tumor volume (F), image (G) and weight (H) of EMT6 allografts in BALB/c mice (*n* = 5). Tumor-bearing mice were randomly divided into four groups until tumor volume reached approximately 100 mm^3^. **I-L**, Flow cytometry analysis of CD8^+^ T cells (I), CD11b^+^ F4/80^+^ macrophages (J), CD206^+^ macrophages (K) MHCII^+^ macrophages (L) infiltrated in tumors developed of the indicated groups. **M**, Kaplan-Meier analysis of *S100A8* expression in a public cohort with 238 patients receiving anti-PD-1 therapy. n.s., not significant, *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001**.**

## Data Availability

Publicly available data analyzed in this study—the RNA-seq data were obtained from GEO at GSE198713 and GSE267757. Read counts of scRNA-seq data from Ayse Bassez *et al.* [24] were accessed publicly via biokey.lambrechtslab.org. the profile of secretory factors was obtained from CellChat (http://www.cellchat.org/cellchatdb/). All data, code, and materials are available upon request. Raw data of CEBPB-overexpressing RNA-seq and anti-CEBPB ChIP-seq are available from GEO under accession number GSE290038 and GSE290039. In addition, the survival analysis of CEBPB and S100A8 in the public anti-PD-1 dataset of 238 patients derived from the Kaplan-Meier Plotter platform [27].

## Abbreviations

ICB: Immune checkpoint blockade
TNBC: Triple-negative breast cancer
TAMs: Tumor-associated macrophages
CEBPB: CCAAT/enhancer-binding protein beta
TME: Tumor microenvironment
DOX: Doxycycline
TMA: Tissue microarray
CM: Conditional medium
CKD: Conditional knockdown
BMDMs: Bone marrow-derived macrophages
PBMC-Mφ: Peripheral blood mononuclear cell-derived macrophages
PAQ: Paquinimod

# Supplementary material for: CEBPB-high dormant tumor cells drive immune evasion via S100A8 orchestrated tumor-associated macrophages reprogramming
**Source:** Theranostics. 2026 Feb 26;16(9):4883–904. doi: 10.7150/thno.124789
**Supplement:** Supplementary file 1 — Supplementary figures.

# **CEBPB-high dormant tumor cells drive immune evasion via S100A8 orchestrated tumor-associated macrophages reprogramming**

Jin Bai <sup>1,2</sup>, Huilan Su <sup>3</sup>, Shunxi Wang<sup>4,5\*</sup>, Yang Dong <sup>3,4\*</sup>, Yong Gao <sup>1\*</sup>

Supplementary Figures

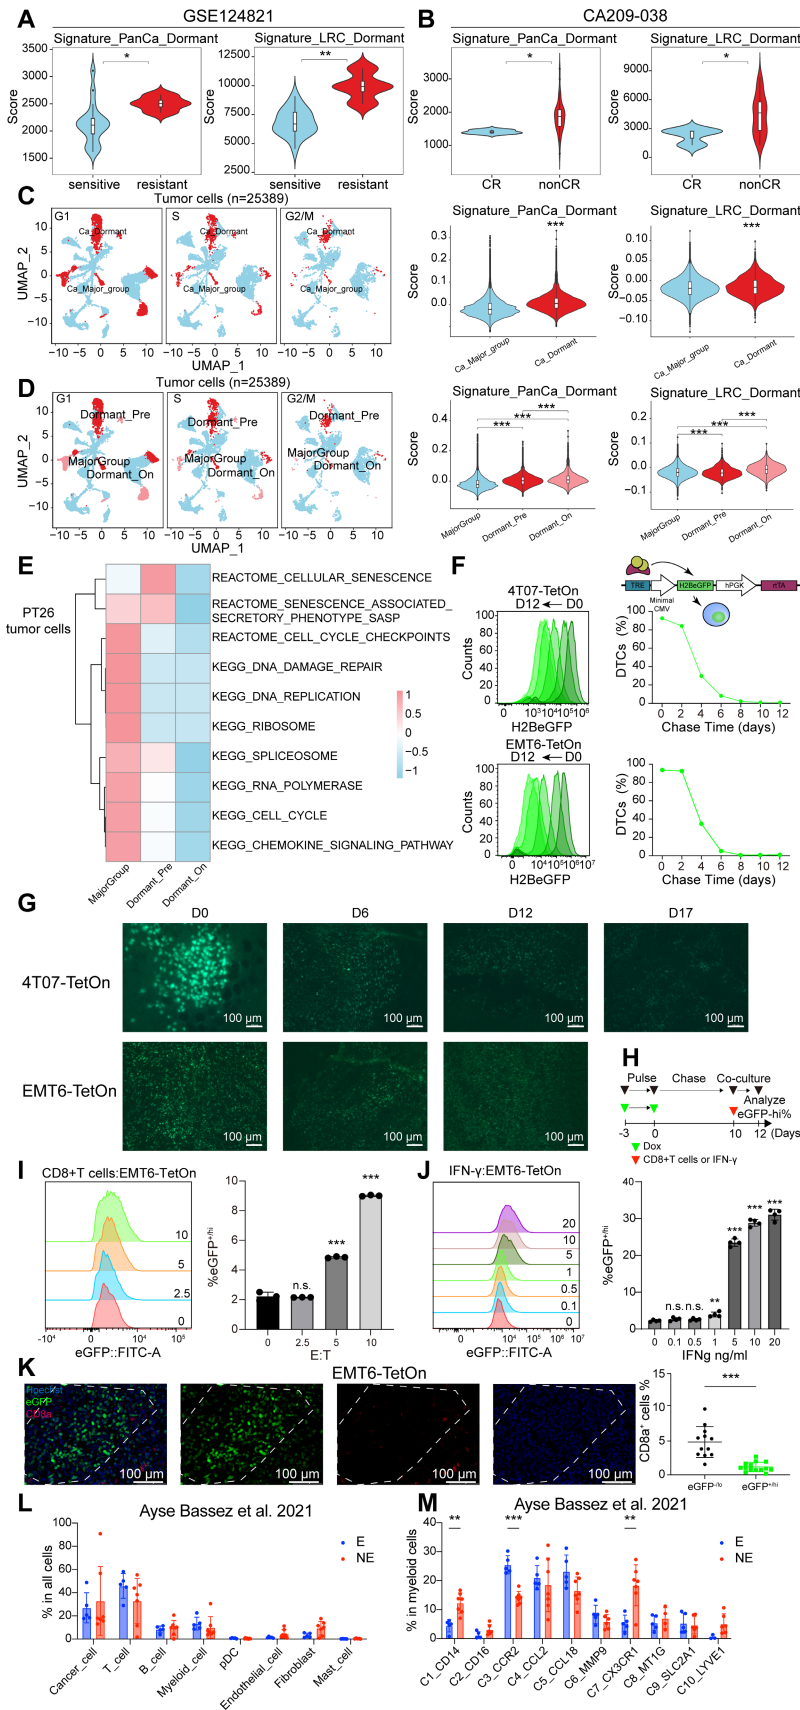

**Figure S1. Dormant tumor cells occupy an immunosuppressive niche and mediate ICB resistance in TNBC.**

A-B, Violin plots showing expression scores of Signature\_LRC\_Dormant and Signature\_PanCa\_Dormant in GSE124821 and RNA-seq data of the CA209-038 study.

C, Umap plots of cell cycle score analysis categorizing 25389 tumor cells from the all 12 TNBC patients into Dormant and MajorGroup clusters (Left). Violin plots showing expression scores of Signature\_LRC\_Dormant and Signature\_PanCa\_Dormant in these clusters (Right).

D, Umap plots of cell cycle score analysis categorizing 25389 tumor cells from the all 12 TNBC patients into Dormant\_Pre, Dormant\_On, and MajorGroup clusters (Left). Violin plots showing expression scores of Signature\_LRC\_Dormant and Signature\_PanCa\_Dormant in these clusters (Right).

E, GSVA analysis of tumor cell clusters from PT26 patient.

F, Label retention effect of TetOn-H2BeGFP system on 4T07 and EMT6 cells cultured in vitro. 4T07-TetOn and EMT6-TetOn cells were cultured in doxycycline (DOX) -containing medium (5  $\mu$ g/mL) for 3 days (pulsing), followed by passaging in DOX-free medium for 12 days (chasing). Cells were collected every 2 days, and the proportion of cells retaining eGFP fluorescence was analyzed using flow cytometry (left). Fluorescence retention curves for the 12-day chase period were also generated (right), demonstrating that after 8-12 days of chasing, only approximately 1% of the cells retained elevated levels of eGFP fluorescence, thereby identifying them as dormant tumor cells.

G, The TetOn-H2BeGFP system demonstrated the labeling retention effect in the in vivo tumors. The retention of eGFP fluorescence in 4T07-TetOn and EMT6-TetOn allografts were assessed using fluorescence microscopy.

H, Experimental model diagram of T cell or IFN- $\gamma$  mediated killing assay.

I, T cell cytotoxicity assay. CD8<sup>+</sup> T cells from OT-1 mice were co-cultured with EMT6-TetOn-OVA cells that had been labeled with DOX and tracked for 10 days at varying effector to target ratios (E:T) for 48 hours.

J, IFN- $\gamma$  cytotoxicity assay, EMT6-TetOn cells labeled with doxycycline and tracked for 10 days were treated with different concentrations of IFN- $\gamma$  for 48 hours. The proportion of eGFP<sup>+/high</sup> cells was analyzed using flow cytometry.

K, Representative IF plots of CD8a staining in EMT6-TetOn serial tumor sections. White dashed line marks eGFP<sup>+/high</sup> area.

L, The percentage of major cell subpopulation refers to its proportion out of the patient's total cells from a cohort of 12 TNBC patients in the scRNA-seq dataset published by Ayse Bassez et al., categorized into clonotype expansion (E, blue) and no/limited expansion (NE, red) groups based on T cell clone expansion following anti-PD-1 therapy.

M, The percentage of macrophage subpopulation refers to its proportion out of the patient's main macrophage count from a cohort of 12 TNBC patients in the scRNA-seq dataset published by Ayse Bassez et al., categorized into clonotype expansion (E, blue) and no/limited expansion (NE, red) groups based on T cell clone expansion following anti-PD-1 therapy. n.s, not significant, \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ .

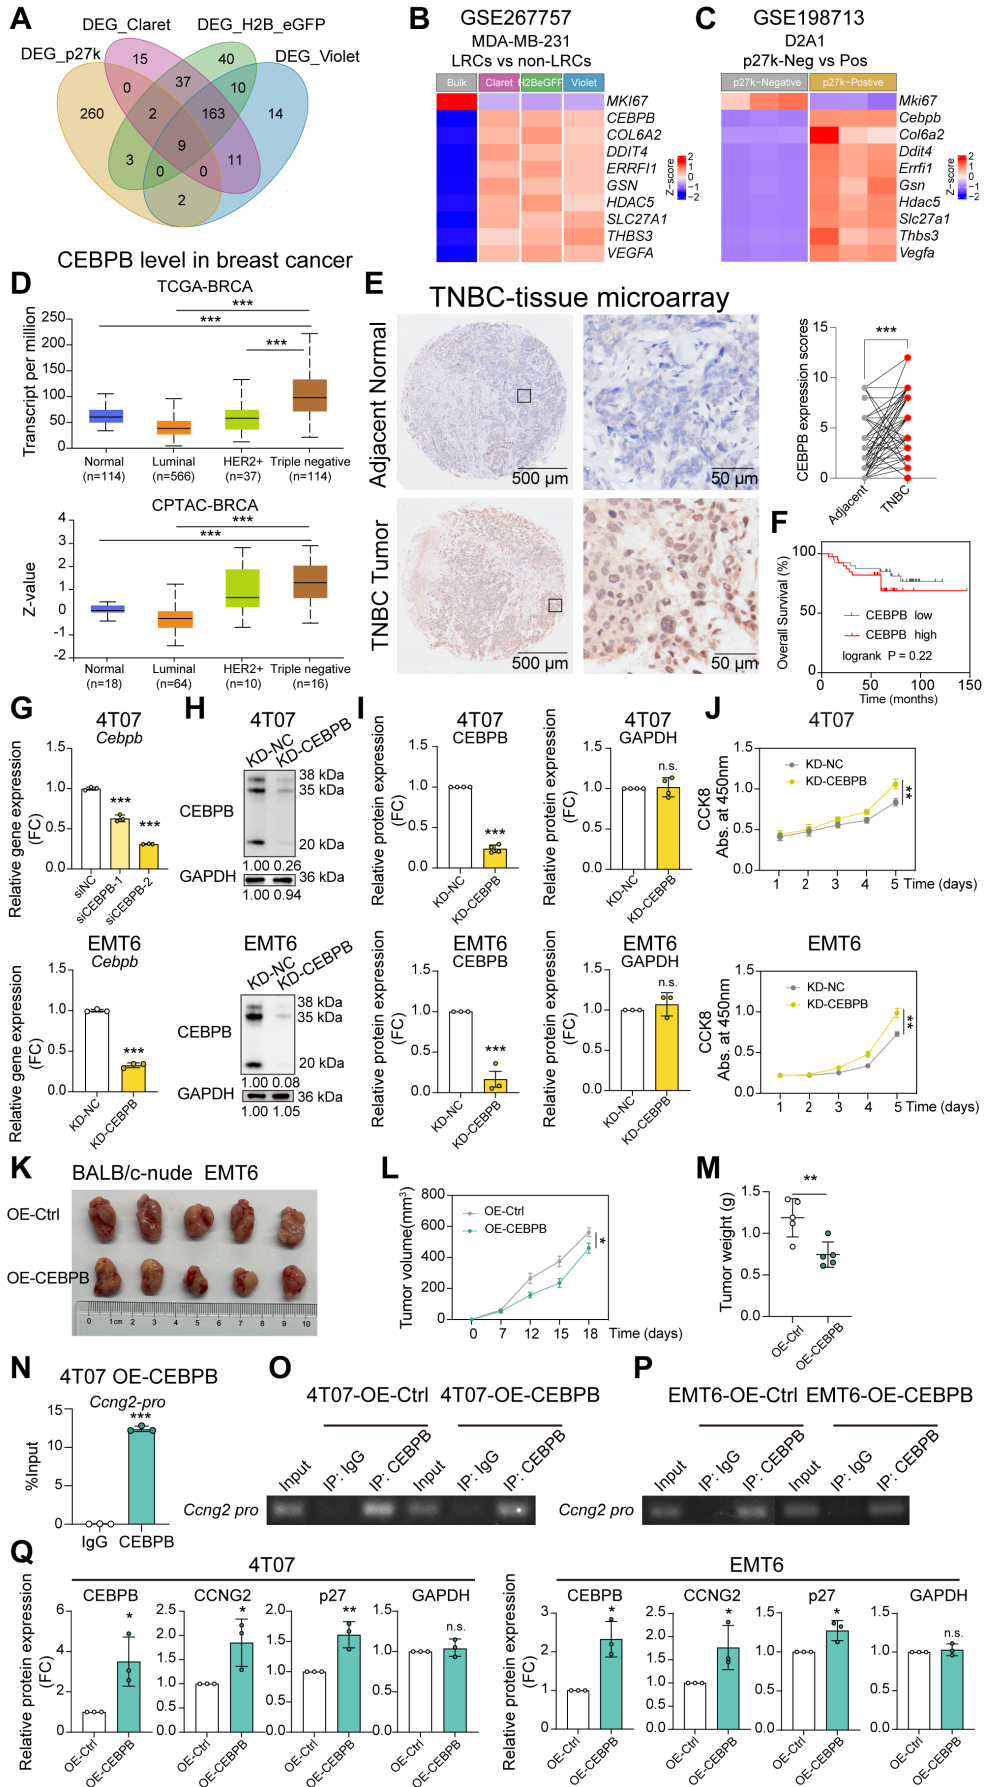

**Figure S2. CEBPB as an essential factor in the tumor dormancy of TNBC Cells.**

A, Venn diagram showing the upregulated genes in dormant TNBC cells identified from GSE267757 and GSE198713.

B-C, Heatmaps showing the 9 common upregulated genes and *Ki67* mRNA expression in GSE267757 (B) and GSE198713 (C).

D, boxplot of CEBPB expression levels across different breast cancer subtypes from TCGA-BRCA and CPTAC-BRCA.

E, Representative immunohistochemistry images of CEBPB staining in a TMA with adjacent normal samples and TNBC tumor samples ( $n = 80$  per group), and the expression of CEBPB protein in the two groups was statistically analyzed.

F, Kaplan-Meier analysis (log-rank test) of CEBPB expression in tumor samples of the TNBC-TMA. Median expression of CEBPB was as the group cutoff ( $n = 40$  per group).

G, mRNA expression of *Cebpb* in 4T07 cells transfected with the siCEBPB-1 and siCEBPB-2. The siCEBPB-2 sequence was selected to construct the KD-CEBPB lentivirus vector. And mRNA expression of *Cebpb* in EMT6 KD-CEBPB cells.

H-I, Protein expression of CEBPB in 4T07 KD-CEBPB and EMT6 KD-CEBPB cells.

J, Cell viability assessed by Cell Counting Kit-8 assay in 4T07 and EMT6 cells with or without CEBPB knockdown.

K-M, Tumor image (K), volume (L) and weight (M) of EMT6 OE-CEBPB allografts in BALB/nude mice ( $n = 5$ ).

N-P, ChIP-qPCR (N) and DNA gel electrophoresis (O-P) showing the CEBPB binding region in the promoter regions of *Ccng2* of 4T07 and EMT6 cells with or without CEBPB overexpression.

Q, Corresponding statistic data of Figure2M. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ .

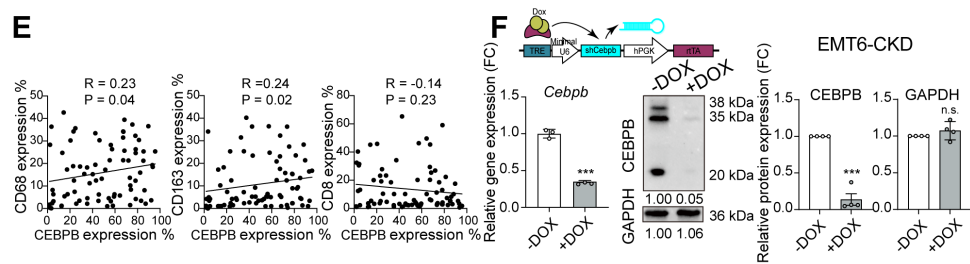

**Figure S3. Highly expressed CEBPB tumors facilitate a tumor-promoting phenotype in TNBC.**

A, Percentages of TNF $\alpha$ , IL12/23 and MHC II expressing BMDM co-cultured with CM from 4T07 with CEBPB overexpression or knockdown.

B, Gating strategy for tumor infiltrating immune cells

C-D, Representative immunohistochemistry images of CD8a, F4/80, CD206 and Ki67 staining in serial tumor sections of EMT6 allografts from CEBPB overexpression (C) or knockdown (D).

E, Scatter plots showing correlation analyses between percentages of CEBPB expression (x-axis) and percentages of immune cell infiltration markers CD68, CD163 and CD8 expression (y-axis) in 80 tumor samples from a TNBC-TMA analyzed by multiplex immunohistochemistry.

F, CEBPB-CKD plasmid structure model diagram and mRNA expression, protein expression of CEBPB in EMT6-CKD cells. \*,  $P < 0.05$ , \*\*\*,  $P < 0.001$ .

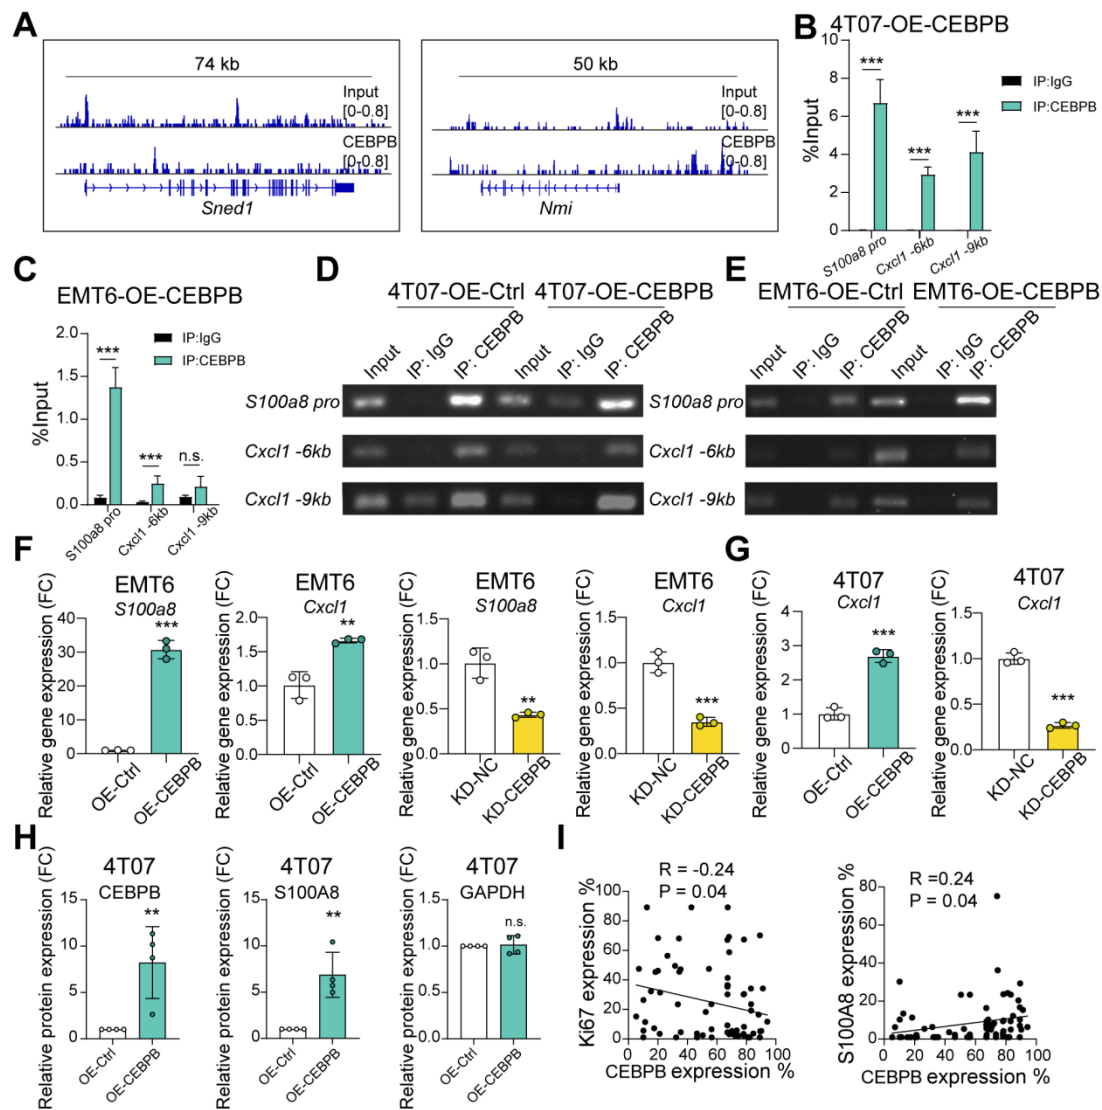

**Figure S4. CEBPB transcriptionally activates S100A8 in TNBC.**

A, CEBPB binding peaks for *Sned1* and *Nmi* from anti-CEBPB ChIP-seq in 4T07 cells. B-E, ChIP-qPCR (B-C) and DNA gel electrophoresis (D-E) showing the CEBPB binding regions in the *S100a8* promoter or upstream regions of *Cxcl1* of 4T07 and EMT6 cells with or without CEBPB overexpression.

F-G, mRNA expression of *S100a8* or *Cxcl1* in EMT6 (F) and 4T07 (G) cells with CEBPB overexpression or knockdown.

H, Corresponding statistic data of Figure6G.

I, Scatter plots showing correlation analyses between percentages of CEBPB expression (x-axis) and Ki67, and S100A8 expression (y-axis) in 80 tumor samples from a TNBC-TMA analyzed by multiplex immunohistochemistry. n.s., not significant, \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ .

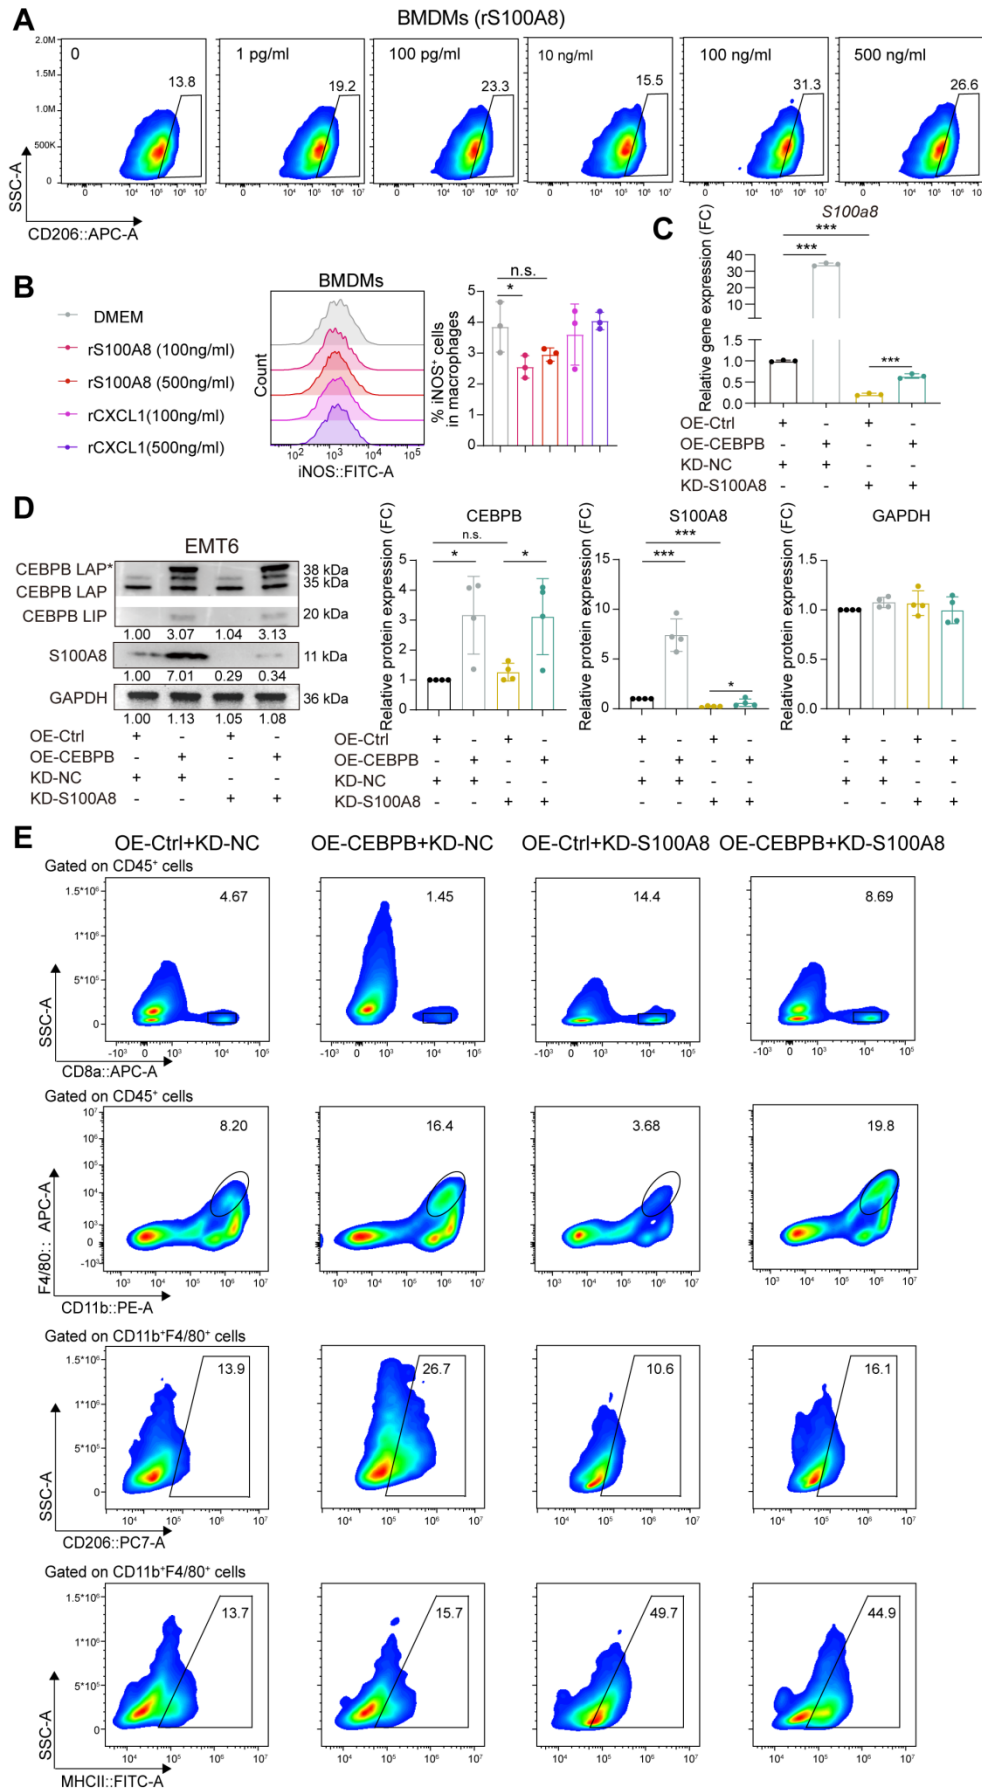

**Figure S5. knockdown S100A8 reverses immune evasion caused by CEBPB overexpression in TNBC.**

A, Percentages of CD206 expressing BMDMs with the addition of rS100A8 at varying concentrations for 48 hours.

B, Percentage of iNOS expressing BMDMs with the addition of rS100A8 (100 or 500 ng/mL) or rCXCL1 (100 or 500 ng/mL) for 48 hours.

C-D, mRNA (C) and Protein (D) expression of CEBPB and S100A8 in EMT6 cells with CEBPB overexpression and/or S100A8 knockdown.

E, Flow cytometry analysis of CD8<sup>+</sup> T cells, CD11b<sup>+</sup> F4/80<sup>+</sup> cells, CD206<sup>+</sup> macrophages, and MHCII<sup>+</sup> macrophages infiltrated in tumors developed in CEBPB-overexpressing with or without S100A8 knockdown EMT6 allografts as in Figure 6L-R. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ .

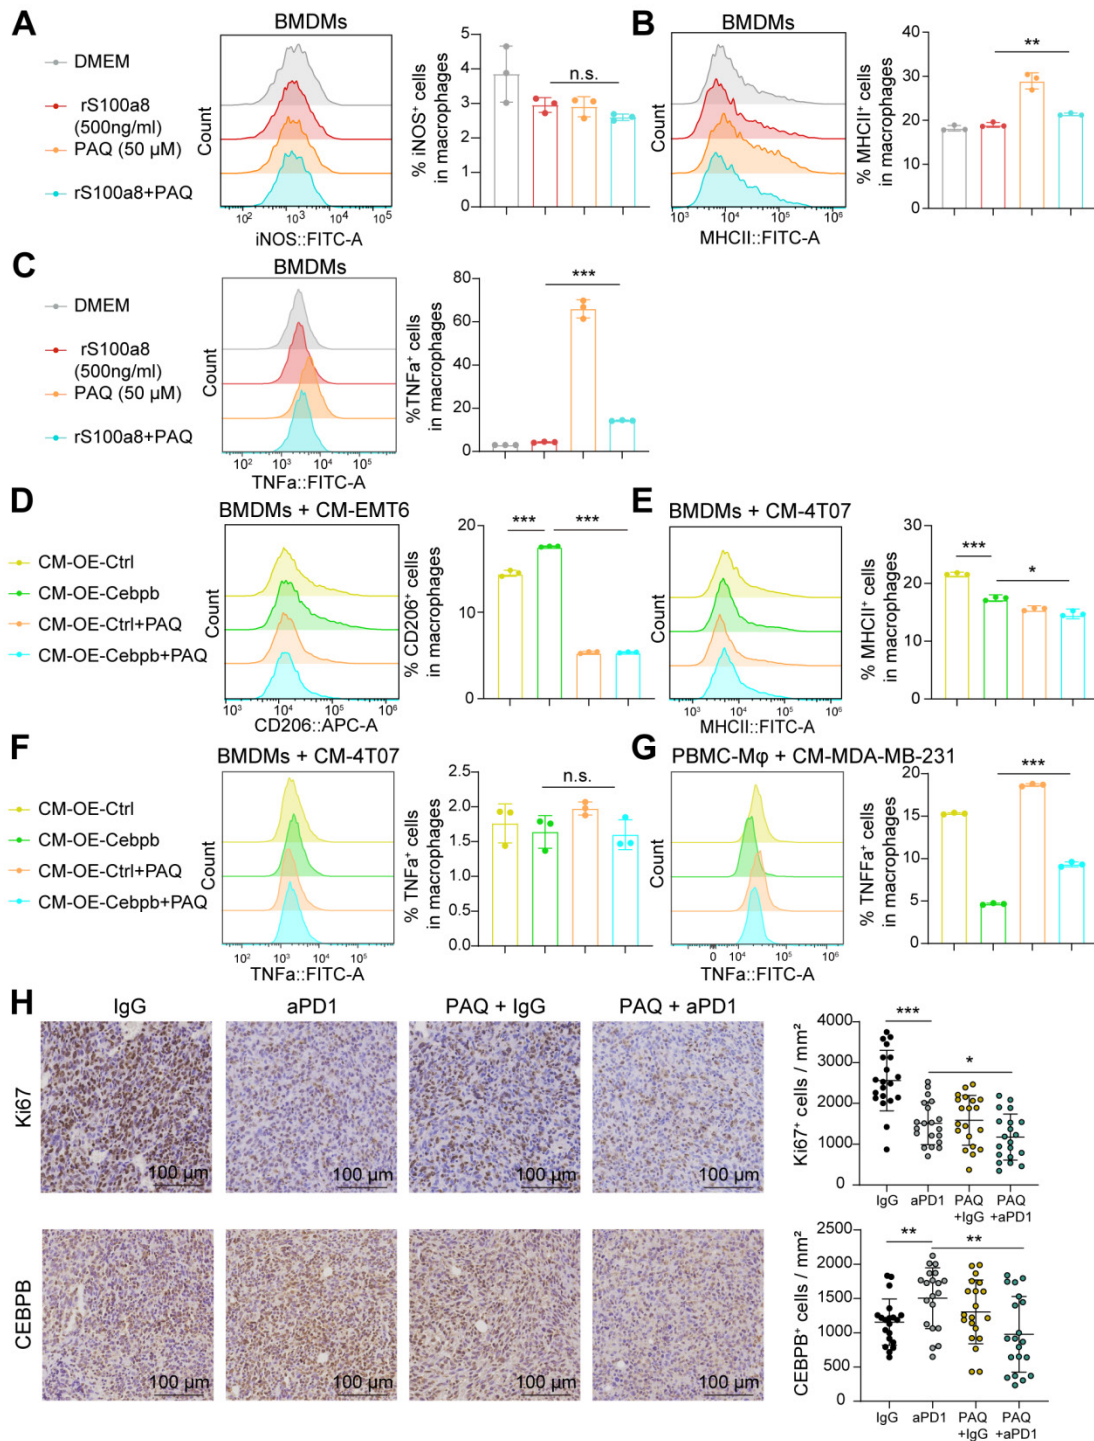

**Figure S6. S100A8 inhibitor PAQ reverses macrophage M2 polarization caused by rS100a8 addition or CEBPB overexpression in TNBC.**

A-C, Percentage of iNOS (A), MHC II (B) and TNFa (C) expressing BMDM with the addition of paquinimod (PAQ, 5  $\mu$ g/mL) and/or rS100A8 (500 ng/mL) for 48 hours.

D, Percentages of CD206 expressing BMDM co-cultured with CM and/or PAQ (5  $\mu$ g/mL) for 48 hours, including from EMT6 with or without CEBPB overexpression.

E, Percentages of MHCII expressing BMDM co-cultured with CM and/or PAQ (5  $\mu\text{g/mL}$ ) for 48 hours, including from 4T07 with or without CEBPB overexpression.

F-G, Percentages of TNFa expressing BMDM (F) or PMBC-M $\phi$  (G) co-cultured with CM and/or PAQ (5  $\mu\text{g/mL}$ ) for 48 hours, including from 4T07 (F) or MDA-MB-231 (G) with or without CEBPB overexpression.

H, Representative immunohistochemistry images of Ki67 and CEBPB staining in tumor sections of EMT6 allografts in Figure.7F-H. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

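RNA from 4T07 cells, a mouse mammary carcinoma line, was compared between 3 OE-CEBPB libraries, from cells with a lentiviral vector carrying Cebpb, and 3 OE-Control libraries, from cells with the empty vector, as the sample records state. The libraries were assigned to the conditions by the labels of the deposited data, and all 6 were used. Cebpb itself was higher in every OE-CEBPB library than in every OE-Control library.

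According to the methods, the authors made poly-A libraries, sequenced them as paired-end reads, aligned clean reads to GRCm39 with HISAT2 and obtained the raw counts per gene with featureCounts. The deposited count values are whole numbers with no normalization, for 54532 genes, of which 23339 have a count in at least 1 library. The gene positions in the count table are those of GRCm38. Of 20789 protein-coding genes found in both annotations, 20092 start within 10 kb of their start in GRCm38.p6 and 920 within 10 kb of their start in GRCm39. The deposited FPKM values were made by the authors from the same counts. The count of a gene divided by its length and by its FPKM value is proportional to the DESeq2 size factor of the library, with the same constant in all 6 libraries, over the 9850 genes checked. The paper's text does not name the strandedness of the counting, its handling of reads with several alignments or the versions of the tools. Counts of genes that share reads with pseudogenes or overlapping genes are therefore uncertain.

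The library totals were 17684991, 16083065 and 16147840 in OE-Control replicates 1, 2 and 3, and 15028646, 16765565 and 16376441 in OE-CEBPB replicates 1, 2 and 3. A gene at 10 counts in such a library has a large counting error, and the spread between libraries adds to it. The common biological coefficient of variation was 0.334. No library is a copy of another, since counts of different libraries differed by far more than sampling noise. The chi-square per degree of freedom was from 18.1 to 158 between libraries of the same condition. The closest pair was across conditions, OE-Control replicate 3 and OE-CEBPB replicate 3, at 13.7.

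Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, condition as the only term). The 12993 genes with a mean of at least 10 raw counts per library were tested, with Benjamini-Hochberg adjustment over them and a threshold of 0.05. The paper's filter on raw counts under 10 does not say in how many samples it applies. CPM values are TMM-normalized, and log2 CPM was computed with a prior count of 2. Single genes were also compared with an exact permutation test of log2 CPM, two-sided, which cannot give less than 0.1 for 3 libraries against 3. Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, all in limma 3.58.1. A list of 94 S and G2/M phase genes and a list of 80 interferon response genes were written from general knowledge, the latter after Table S4 had been read. A list of 11 immune cell markers served as a check on other cell types. The lengths of genes with an unadjusted p-value under 0.05 were compared with 10000 random sets of the same size, matched on mean expression in 20 bins.

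Genes named in the text are those that the paper names for this RNA-seq, the genes with qPCR primers in Table S1, Mki67 and the 8 genes of Table S4 with the paper's adjusted p-value under 0.05. The rule also held for the genes with the largest changes among those past the threshold in edgeR, of which there were 0 (326 at an unadjusted p-value under 0.05). Pax5, Tomm7 and Slc39a7 were chosen after their values were seen.

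The tests, the filter, the rule for named genes and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0, limma-voom, relative log expression and upper quartile normalization, other filters on low counts or none, the replicate number as a block, the FPKM values with pseudocounts of 1 and 0.1 and a mean FPKM of at least 0.5 or no filter, and each library left out in turn. The alternatives chosen after seeing the data were a loess correction for GC content and gene length in each library (span 0.3), the grouping of the libraries by GC content as a covariate, and DESeq2 with its default settings on all genes, with and without a rule for listing genes.

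The tests were tried on simulated data with 200 changed genes among 12993. With changes of 4-fold, edgeR called 86% of the changed genes and 6 unchanged ones, and DESeq2 called 96% and 54 unchanged ones. With changes of 2-fold, edgeR called 0% and DESeq2 46.5%, with 39 unchanged genes. With no gene changed, edgeR called 0 genes, and 626 had an unadjusted p-value under 0.05. These runs had no trend with GC content, unlike the real libraries. With such a trend in each library and changes of 4-fold, uncorrected edgeR called 51.5% of the changed genes and 1 unchanged one. After the correction for GC content and gene length it called 88.5% and 10 unchanged ones.

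The siRNA, primer and mutation sequences of Table S1 were matched to both strands of GRCm39 and placed on the GENCODE vM39 annotation. These positions are in GRCm39 and those of the count table in GRCm38, and none was converted. The ChIP-seq and secretory factor lists were not analysed here, so the intersection of the gene lists was not repeated. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6.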

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

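For the interferon response genes, the tests of GC content and gene length, scaling, single libraries, immune cells and genes outside Table S4 were chosen only after the result was seen, and so was the test of gene copies in OE-CEBPB replicate 2.

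Interferon response genes were lower in OE-CEBPB than in OE-Control 4T07 cells, in genes that the paper does not discuss for this RNA-seq. Of the 80 genes of the list, 79 were tested, and 74 were lower and 5 higher, with a median log2 fold change of -0.52. The list was written after Table S4 had been read, which holds 41 of the genes, all lower, so the result is not independent evidence. Camera with its preset correlation gave a p-value of 4.26e-35 adjusted over both gene sets, fry 0.000107 and camera with an estimated correlation 0.000155, so the call holds under all of them. The median deviation of the genes from their mean over the 6 libraries was 0.24, 0.31 and 0.30 in the OE-Control libraries and -0.31, -0.23 and -0.24 in the OE-CEBPB libraries (log2), lower in 3 of 3. In 46 of the 79 genes, every OE-CEBPB library was below every OE-Control library, where chance gives 10% of genes in either direction. In edgeR, there were 43 genes lower at an unadjusted p-value under 0.05 and 32 when adjusted over the list alone, but 0 when adjusted over all genes tested. This 0 depends on the processing. At an adjusted p-value under 0.05, DESeq2 on the same genes gave 11 genes of the list, and edgeR with no filter gave 14. The fit with no filter also passed Tomm7 and Slc39a7, which rest mainly on OE-CEBPB replicate 2.

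Several technical explanations of the interferon response genes were tested. After removal of the trends with GC content and gene length, the median log2 fold change was -0.51, and with the grouping of the libraries by GC content as a covariate it was -0.53. With relative log expression or upper quartile scaling it was -0.50 at its closest to 0, and with any library left out it was -0.47 at its closest to 0. Among the 69 genes with a mean of at least 500 counts it was -0.47, so low counts do not account for it. Immune cells in the OE-Control cultures would bring their abundant transcripts, but the highest mean of the 11 immune cell markers was 0.705 CPM (Coro1a) and Ptprc had 0 CPM, while the interferon response genes differed by a median of 40.4 CPM. The 38 genes outside Table S4 had a median of -0.29, with 33 of them lower, so the genes with the largest changes are not the whole of it. For these 38 genes camera gave an unadjusted p-value of 1.60e-07 but fry 0.105, so this call does not hold under fry. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as low a p-value, the real one. With 10 splits, the share is never under 0.1, so a chance difference between the libraries and an effect of the condition cannot be told apart by this count. An effect of CEBPB on interferon response genes stays open as a hypothesis, as do other differences between the transduced cell populations, which were not tested.

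OE-CEBPB replicate 2 had 72 genes more than 4-fold above every other library, against 14, 0 and 0 in OE-Control replicates 1, 2 and 3, 7 in OE-CEBPB replicate 1 and 1 in OE-CEBPB replicate 3. It is a single library, and no biological explanation was tested. With all libraries thinned to the smallest total there were 71 such genes, which argues against depth. After removal of the trends with GC content and gene length there were 40, so these trends may account for part of the genes but not for all. Reads that align to several copies of a gene are a candidate explanation for another part. The 261 tested genes with a named pseudogene were 0.19 (log2) higher in this library than matched genes (permutation p = 0.00200, the smallest that the random sets can give). In the other libraries this difference ran from -0.042 to -0.0095, with a permutation p of 0.0180 in OE-Control replicate 2. The matching was on expression and length only. The 80 ribosomal protein genes tested had a median deviation of 0.77 (log2) in OE-CEBPB replicate 2, against -0.24 to 0.074 in the other libraries. Their share among the genes with a named pseudogene was not tested, so the 0.19 does not single out reads with several alignments. Of the 72 genes, 5 (6.94%) have a named pseudogene, against 2.01% of the genes tested. Processed pseudogenes took 1.41% of the counts of OE-CEBPB replicate 2, against 0.848% to 1.06% in the other libraries. A named pseudogene thus covers few of the 72 genes. How far these 5 genes overlap with those that the trends may account for was not tested.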

How the results depend on the processing

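The corrections for GC content and length, the grouping of the libraries the DESeq2 tests on all genes and the count of splits with as many genes at an adjusted p-value under 0.05 in edgeR were tests chosen only after the result was seen.

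The number of genes with an adjusted p-value under 0.05 was 0 in edgeR (326 unadjusted). It was also 0 with limma-voom, relative log expression, upper quartile scaling, at least 10 counts in every library or in total, filterByExpr, the FPKM values, and each library left out. DESeq2 on the same genes gave 18 (3 higher, 15 lower), of which 15 are in Table S4 and 11 in the interferon list. With no filter, edgeR gave 121 (100 higher, 21 lower), of which 50 are in Table S4. DESeq2 on all genes, chosen after seeing the data, gave 9 (1 higher, 8 lower), and 8 with its listing rule. The cause was not tested. Other splits give a scale for these counts. In DESeq2, 2 of the 10 splits of the 6 libraries gave as many genes as the real one, and in edgeR with no filter 4 of 10. As the real count in edgeR was 0, 10 of 10 splits reached it. None of these shares can be under 0.1, so the condition and a chance difference between libraries cannot be told apart by them.

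At an unadjusted p-value under 0.05, the 326 genes became 1112 with no filter (817 higher, 295 lower), 615 with FPKM values and no filter, and 634 with DESeq2 on all genes. No filter also adds genes to the test, and the cause was otherwise not tested. Of the 10 splits, 5 gave at least 326. With each library left out, the number ran from 158 (without OE-Control replicate 2) to 1996 (without OE-CEBPB replicate 1), and it was 195 without OE-Control replicate 1 and 187 without OE-CEBPB replicate 2. Of the Table S4 genes, 188 had an unadjusted p-value under 0.05, 114 with FPKM values and no filter, and from 79 (without OE-Control replicate 2) to 244 (without OE-CEBPB replicate 1) with a library left out. It was also 88 without OE-Control replicate 1 and 98 without OE-CEBPB replicate 2. A fit with fewer libraries has less power, which does not explain the rise. From 266 to 271 of the Table S4 genes kept their direction in those fits.

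The deviations of same-numbered libraries correlated at 0.278, 0.028 and 0.153. Those of OE-Control replicate 3 and OE-CEBPB replicate 2 correlated at 0.330, so the replicate numbers do not clearly pair the libraries. With the replicate number as a block (replicate block), 713 genes had an unadjusted p-value under 0.05 (328 higher, 385 lower) and 0 an adjusted one. Cdk6 had an unadjusted p-value of 0.0458 in this fit, against 0.0979 without the block. That of S100a8 was 0.0145 (adjusted p = 0.751), against 0.0588 without the block. S100a8 was higher in OE-CEBPB in every same-numbered pair of libraries.

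Cebpb kept its direction in all 20 alternatives. Its adjusted p-value ran from 5.51e-15 to 1.000 over them. It was under 0.05 with DESeq2 (2.24, adjusted p = 0.0104) and with no filter in edgeR (2.24, adjusted p = 5.51e-15). With no filter, edgeR also gave Tomm7 an adjusted p = 2.35e-14. The log2 fold change of Tomm7 was 3.01, but 0.81 without OE-CEBPB replicate 2. The unadjusted p-value of Nmi, with a small spread within each condition, was 0.0428 in that fit, against 0.0143 with the filter. A low p-value with no filter therefore does not show that the libraries of a condition agree. S100a8, Cxcl1, Nmi and Sned1 also kept their direction in all 20, with no adjusted p-value under 0.05. The unadjusted p-value of S100a8, 0.0588 in edgeR, ran from 0.00238 with the grouping of the libraries to 0.254 without OE-CEBPB replicate 1, and it was 0.0398 with DESeq2. Those of Cxcl1, Nmi and Sned1 went up to 0.0920, 0.0677 and 0.0737 with a library left out. That of Sned1 was 0.0872 with FPKM values and no filter.

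Among the cell cycle genes, with values near 0, directions reversed. After the GC and length correction, Ccng2 was 0.043, Cdkn1a -0.024 and Ccnd1 -0.035, and with the grouping of the libraries, Ccng2 was 0.016, Cdk4 -0.088 and Ccnd1 -0.088. With a library left out, Ccng2 ran from -0.25 to 0.023, Cdkn1b from -0.16 to 0.15, Cdkn1a from -0.059 to 0.48, Cdk4 from -0.031 to 0.43 and Ccnd1 from -0.080 to 0.14. The cell cycle set's median ran from -0.00215 to 0.054 in these fits with a library left out, and over all 14 alternatives its highest value was 0.059, after the GC and length correction (54 genes higher, 39 lower, unadjusted p-value 0.104). The cause was not tested. The interferon response set kept its direction and its side of the threshold in all 14 alternatives.

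The median length of the genes higher at an unadjusted p-value under 0.05 was 3054.5 bp (random sets 3306, permutation p = 0.287), and of the lower genes 3731.5 bp (4278, permutation p = 0.0402). With DESeq2 they were 2799 bp (permutation p = 0.00240) and 3705 bp (permutation p = 0.0962). With a library left out, the higher genes ran from 1729 bp (without OE-CEBPB replicate 3, permutation p = 0.0002, the smallest that the permutations can give) to 4568 bp (without OE-CEBPB replicate 2, random sets 3199, permutation p = 0.00120). The higher genes were thus shorter than random sets without OE-CEBPB replicate 3 (random sets 3527) and longer without OE-CEBPB replicate 2. They were also shorter without OE-CEBPB replicate 1 (3292.5 bp, random sets 4135.5, permutation p = 0.0002). The lower genes ran from 3163 bp (without OE-CEBPB replicate 3, random sets 4267.5, permutation p = 0.000400) to 5152.5 bp (without OE-CEBPB replicate 1, random sets 4939, permutation p = 0.0854). Without OE-CEBPB replicate 2, the lower genes were at 3295 bp (random sets 4312, permutation p = 0.00120). Of the 10 splits, 10 gave lengths as far from random. The cause was not tested.

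Of the other named genes, 9 went past the threshold with DESeq2 and 12 with no filter in edgeR. Pax5 has no value with at least 10 counts in every library or with the filtered FPKM values.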

Differences from the paper's values

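The DESeq2 settings on all genes were tests chosen only after the result was seen.

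The paper's number of DEGs is 271, and edgeR gave 0 at an adjusted p-value under 0.05 (326 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, none closed the gap: DESeq2 on the same genes gave 18 and edgeR with no filter 121. In the paper's Table S4, the unadjusted p-values of the 271 genes reach 0.0499, and 8 have the paper's adjusted p-value under 0.05. For these 8, edgeR gave 0 genes at an adjusted p-value under 0.05, and none of the alternatives set before the data were examined gave a number within 1.5 times of 8. The 18 genes of DESeq2 and the 121 of edgeR with no filter each include all 8.

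Default DESeq2 on all genes, chosen after the values were seen and after other DESeq2 settings and listing rules had been set against Table S4, gave log2 fold changes within 9.35e-06 of the table. Listing its protein-coding genes with more than 10 counts in every library and an unadjusted p-value under 0.05, a rule also chosen after the values were seen, gave 271 genes, and all 271 are in Table S4. At an adjusted p-value under 0.05, this fit gave 9 genes, and 8 with the same listing rule. It is the setting under which the numbers fall within the paper's.

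The paper states that CEBPB raises the mRNA of Cxcl1 and activates its transcription. In these libraries, the log2 fold change of Cxcl1 was -0.58, and it is also listed as lower in Table S4. The paper's experiment on this point is a qPCR, which was not analysed here. The paper also states that CEBPB promotes the expression of Ccng2 and Cdkn1b. In these libraries, the log2 fold change was -0.11 (standard error 0.20) for Ccng2 and 0.01 (standard error 0.21) for Cdkn1b. The conditions overlapped in both genes, and both directions depended on which libraries were used. No rise is seen in these values, but their standard errors do not exclude a small one. The paper's qPCR and western blots of these genes were not analysed here.

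The paper describes both Cebpb siRNAs as aimed at different regions of the mRNA. The sites of the sequences in Table S1 start 3 nt apart and share 16 bases. The methods name GRCm39 for the alignment, and 920 of 20789 protein-coding genes in the count table start within 10 kb of their GRCm39 start, against 20092 for GRCm38.p6.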

Other observations

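The tests of depth in OE-Control replicate 1 and OE-CEBPB replicate 1 and of a minimum count, and the test of GC content and gene length between the groupings of the libraries, were chosen only after the result was seen.

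OE-Control replicates 1 and 2 and OE-CEBPB replicate 1 differed from the other 3 libraries by more than the conditions differed from each other. This split of the libraries gave 1507 genes with an adjusted p-value under 0.05 in edgeR, 4112 at an unadjusted p-value under 0.05 and 5093 genes (39.2%) without overlap, where chance gives 10%. It was found in the data and is no condition, and no biological explanation was tested. After removal of the trends with GC content and gene length there were 2753 genes at an unadjusted p-value under 0.05 and 0 at an adjusted one, so these trends are not the whole difference. Between the conditions, 362 genes had an unadjusted p-value under 0.05 with this split as a covariate and 478 after removal of the trends.

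Of the 154 genes that Table S4 lists as higher, 128 were highest in OE-CEBPB replicate 2, and 119 after removal of the trends with GC content and gene length, which argues against the trends as the whole cause. No biological explanation was tested. Without this library, 149 of the 154 were still higher, but their median log2 fold change was 0.47 in place of 0.90, and 25 had an unadjusted p-value under 0.05 in place of 80. Of the 117 genes listed as lower, 68 were lowest in OE-CEBPB replicate 2, against 30 in OE-CEBPB replicate 1 and 19 in OE-CEBPB replicate 3. Without OE-CEBPB replicate 2, these 117 genes were all still lower, with a median of -0.66 in place of -0.73, and 73 had an unadjusted p-value under 0.05 in place of 108. With fewer libraries the test also has less power.

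Without OE-CEBPB replicate 1, 1996 genes had an unadjusted p-value under 0.05 in place of 326. After removal of the trends with GC content and gene length there were 1636 in place of 478. These trends may therefore account for part of the rise, but not for all of it. Without this library, the OE-CEBPB libraries left both rise with GC content, while OE-Control replicates 1 and 2 fall with it. The rho of the log2 fold change with GC content was then 0.49 in place of 0.34. The condition thus overlaps more with the split of the libraries, which kept 2753 genes after removal of the trends. The 1636 genes therefore do not argue against a part of that split in the rise. No biological explanation was tested.

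OE-Control replicate 1 and OE-CEBPB replicate 1 had few genes with low counts: 209 and 244 genes with a count of 1, against 465 to 2337 in the other libraries. The total counts argue against depth for OE-Control replicate 1, which has the highest, 17684991, but not for OE-CEBPB replicate 1, which has the lowest, 15028646. A minimum count set by the authors would leave no gene at 1, where there were 209. Among genes expected at 10 to 20 counts at the total of the library itself, as estimated from other libraries, 38.2% had a count of 0 in OE-Control replicate 1 and 27.1% in OE-CEBPB replicate 1, against 0.383% to 9.68% in the others. As these expected counts are scaled to each total, the 27.1% argues against depth for OE-CEBPB replicate 1. Fewer distinct molecules behind the counts of these libraries may explain this. No biological explanation was tested.

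The cell cycle set (93 of 94 genes tested) had a median log2 fold change of 0.00478, with 48 genes higher and 45 lower, and camera gave an unadjusted p-value of 0.820. Of its genes, 0 had an unadjusted p-value under 0.05, and 8 of the 10 splits of the libraries gave as low a p-value. Of 7 cell cycle genes, which are 6 genes with qPCR primers in Table S1 and Mki67, 0 had an adjusted p-value under 0.05 over all genes tested, 0 when adjusted over the list alone and 0 an unadjusted p-value under 0.05. Cdk6 had the lowest unadjusted p-value, 0.0979, with a log2 fold change of -0.43, and it was lower in 3 of 3 OE-CEBPB libraries. The count of 0 depends on the processing, since Cdk6 had an unadjusted p-value of 0.0320 and a log2 fold change of -0.37 after the GC and length correction, chosen after seeing the data. It also went under 0.05 in 1 other alternative, and it was 0.234 without OE-Control replicate 1. Ccng2 was at -0.11, Cdkn1b at 0.01, Cdkn1a at 0.11, Cdk4 at 0.18, Ccnd1 at 0.02 and Mki67 at 0.25. The rise of Ccng2 and Cdkn1b that the paper reports from qPCR is thus not seen in these libraries.

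The raw counts of Gapdh were 225, 169 and 190 in OE-Control and 185, 253 and 2232 in OE-CEBPB. Its log2 fold change of 2.16 was 0.19 without OE-CEBPB replicate 3. S100a9 had 4 counts in OE-CEBPB replicate 2 and 0 in the other libraries. Sumo2 was higher (1.68), and Rsad2 (-1.13), Iigp1 (-1.37), Cmpk2 (-1.12), Ifi44l (-1.41) and Gbp10 (-1.44) were lower in 3 of 3 OE-CEBPB libraries, all with an adjusted p = 0.950 in edgeR. Chosen after their values were seen, Pax5 was at -2.69, Tomm7 at 3.01 (0.81 without OE-CEBPB replicate 2) and Slc39a7 at 2.96 (0.42 without OE-CEBPB replicate 2).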
